# Volatile metabolome and floral transcriptome analyses reveal the volatile components of strongly fragrant progeny of *Malus* × *robusta*

**DOI:** 10.3389/fpls.2023.1065219

**Published:** 2023-01-20

**Authors:** Guofang Li, Jia Liu, He Zhang, Linguang Jia, Youxian Liu, Jiuyang Li, Shiwei Zhou, Pengjuan Wang, Ming Tan, Jianzhu Shao

**Keywords:** floral fragrance, volatile components, linalool, methyl benzoate, leaf acetate, methyl anthranilate, transcriptome

## Abstract

Floral fragrance is an important trait that contributes to the ornamental properties and pollination of crabapple. However, research on the physiological and molecular biology of the floral volatile compounds of crabapple is rarely reported. In this study, metabolomic and transcriptomic analyses of the floral volatile compounds of standard *Malus robusta* flowers (Mr), and progeny with strongly and weakly fragrant flowers (SF and WF, respectively), were conducted. Fifty-six floral volatile compounds were detected in the plant materials, mainly comprising phenylpropane/benzene ring-type compounds, fatty acid derivatives, and terpene compounds. The volatile contents were significantly increased before the early flowering stage (ES), and the contents of SF flowers were twice those of WF and Mr flowers. Odor activity values were determined for known fragrant volatiles and 10–11 key fragrant volatiles were identified at the ES. The predominant fragrant volatiles were methyl benzoate, linalool, leaf acetate, and methyl anthranilate. In the petals, stamens, pistil, and calyx of SF flowers, 26 volatiles were detected at the ES, among which phenylpropane/benzene ring-type compounds were the main components accounting for more than 75% of the total volatile content. Functional analysis of transcriptome data revealed that the phenylpropanoid biosynthesis pathway was significantly enriched in SF flowers. By conducting combined analyses between volatiles and differentially expressed genes, transcripts of six floral scent-related genes were identified and were associated with the contents of the key fragrant volatiles, and other 23 genes were potentially correlated with the key volatile compounds. The results reveal possible mechanisms for the emission of strong fragrance by SF flowers, and provide a foundation for improvement of the floral fragrance and development of new crabapple cultivars.

## Introduction

*Malus robusta* have strong drought and stress resistance, grafting affinity, and high survivability, and thus has been widely used as a rootstock for apple production in China for many years. As a type of crabapple, the flowers develop readily from axillary buds. The flowers range in color from red to pink or pink and white, and have a light fragrance, and therefore are indicative of an excellent ornamental plant. The floral fragrance varies among individual plants, which reflects the type and quantity of volatiles emitted from the flowers. The fragrance characteristics are associated not only with the content of volatiles, but also the properties of the volatiles have a crucial effect on the floral fragrance. The key fragrant substances of the floral volatiles must have a high odor activity value, which is calculated from the actual concentration of the volatile substance compared with the threshold value of the substance (Saison et al., 2009b). In addition, the release of floral fragrance components is associated with different floral organs. For example, the petals and stamens contribute equally to the floral scent of *Ranunculus acris* (Bergström et al., 1995), and 70% of the essential oil of citrus flowers is produced in the stigma (Mactavish and Menary, 1997).

Several previous studies have extracted and identified floral volatile compounds released from apple flowers using slightly different methods. Using solvent extraction and gas chromatography–mass spectrometry (GC-MS), 70 volatiles were identified from 10 apple cultivars, including phenyl methanol and cinnamyl alcohol (Omata et al., 1990). However, no significant difference in chemical composition among the cultivars was detected. More than 40 volatiles detected by GC-MS were identified from the essential oil of apple flowers, such as limonene, geraniol, linalool, and benzenol (Buchbauer et al., 1993). In China, several studies have analyzed the volatile components of apple flowers but mainly focus on identification of the volatile species. The species and content of volatiles vary in different organs and developmental stages of apple flowers. Analysis of the volatiles of the bud, whole flower, petal, stamen, and calyx of Italian red meat apple ‘Pelingo’ revealed that linalool was the most abundant compound in the whole flower and various organs, and the second most abundant volatile was (E, E)-fariene (Fraternale et al., 2014).

Floral volatiles are secondary metabolites released from the flowers and generally are characterized by a low molecular weight, low boiling point, and high vaporization capability (Knudsen et al., 2006). More than 2000 types of floral volatiles are classified into seven categories, comprising terpenes, aliphatic compounds, phenylpropane/benzene ring-type compounds, carbon-containing 5-branch chain compounds, nitrogen compounds, sulfur-containing compounds, and other ring compounds (Dunkel et al., 2009; Bera et al., 2017). The majority of floral volatiles are concentrated in three categories: terpenes, aliphatic derivatives, and phenylpropane/benzene ring-type compounds (Rodriguez-Concepcion and Boronat, 2002; Pichersky and Dudareva, 2007; Muhlemann et al., 2014; Li et al., 2018). The synthesis pathways for phenylpropane/benzene ring compounds comprise an oxidative pathway dependent on coenzyme A, and a non-oxidative pathway independent of coenzyme A, or the combination of these two pathways (Pichersky and Gershenzon, 2002; Vogt, 2010; Muhlemann et al., 2014).

The development of functional genomics has enabled floral synthetic functional genes to be readily isolated and identified in non-model plants (Abbas et al., 2017; Gao et al., 2018). Transcriptomic sequencing has the advantages of high sensitivity, good repeatability, no need for technical replicates, and few starting samples. The structure and abundance of transcripts can be analyzed, and unknown transcripts and rare transcripts can also be detected to obtain more comprehensive transcriptomic information, which can facilitate further annotation and classification (Schuster, 2008). For example, analyses of the volatile components of gardenia flowers and leaves using GC-MS technology and transcriptome in full bloom enabled identification of many pathways and genes associated with the biosynthesis of floral volatiles, and revealed that the expression level of genes associated with floral metabolism was higher than that in leaves (Dhandapani et al., 2017). The highly expressed genes were enriched for the synthesis of esters, terpenes, and benzene ring compounds. An annotated petal expressed sequence tag database, in combination with metabolic and microarray expression analysis, has been used to compare differences in gene expression in the petals between scented and non-scented tetraploid rose cultivars, and detected 49 genes that were up-regulated in scented flowers. The detected genes were consistent with the release pattern of sesquiterpenes (Guterman et al., 2002). In rose, the expression patterns of these genes were determined by means of a transcriptome analysis, and it was speculated that the candidate genes *RrDXR* and *RrAAT* may be crucial regulators of terpenoid synthesis (Feng et al., 2014).

Plant floral fragrance plays a crucial role in attracting insects for pollination and can be used as a physical and mental health adjuvant treatment for humans by providing relaxation and a sense of pleasure. Improving floral fragrance in plants could not only enhance their commercial value but also ornamental value. Compared with flower color, flower type, and flowering period, floral fragrance is also an important quality trait of crabapple flowers, but is usually less highly valued as an ornamental property and for pollination. The flowers of most crabapple cultivars have a light fragrance and research on the floral scent volatiles is rarely reported. In the present study, the test material comprised novel germplasm with an unusually rich floral fragrance detected among progeny of *M. robusta*. The composition and volatile components of the floral fragrance were identified, and the floral transcriptome analyses at different stages of floral development were analyzed. These results provide a theoretical basis for the development and use of fragrant cultivars of crabapple.

## Materials and methods

### Materials and sampling

The study materials comprised 7-year-old *M. robusta* (Mr) trees and two individuals selected from among its progeny with strong and weak floral fragrance (SF and WF, respectively). The seedlings were planted in an apple nursery in Baoding, Hebei, China (38°55′N, 115°52′E);.

In early April 2019, branches bearing flowers at four developmental stages (early balloon stage, EB; late balloon stage, LB; early flowering stage, ES; and late flowering stage, LS) located outside the crown were collected and placed in beakers containing ultra-pure water, transported to the laboratory, and immediately placed in a growth chamber at 20°C with light intensity of 60 μmol·m^−2^·s^−1^ and photoperiod of 12 h light and 12 h dark. Collection and determination of volatiles from Mr, SF, and WF flowers were performed within 24 h after flower sampling.

The EB and LB flowers had unfolded, and closed petals. The ES flowers had opening petals and indehiscent stamens, and the LS flowers had fully opened petals and dehisced stamens. Images of floral stages were captured with a Canon 1500D in the macro mode.

Individual flowers at the EB, ES, and LS stages were sampled and stored at −80°C for RNA sequencing analysis. The sampled flowers were uniform at each stage.

### Measurement approach of floral volatiles

Ethyl decanoate was selected as the internal standard solution (IS) (Sigma, CAS# 110-38-3, Wang et al., 2019), and 2.59×10^−5^ mg solution was used as a test volatile component, which corresponded with the magnitude of the floral volatile contents, and was screened as a series diluted with methanol comprising 10^−3^, 10^−4^, 10^−5^, 10^−6^, and 10^−7^ dilution. Two complete flowers were selected, weighed, placed into a headspace sample bottle, and sealed. Next, IS was injected into the base of the bottle using a microsample inlet. Headspace–solid phase microextraction (HS-SPME) and GC-MS were performed to analyze the floral volatiles. Three biological replicates were performed for each sample.

The IS was loaded into the base of an inlet bottle and incubated upright in a constant temperature (50°C) water bath, incubated for 15 min, and then the extraction head slowly extend vertically into the inlet bottle to approximately 1 cm above the sample, and ceiling adsorption was allowed for 40 min. After adsorption, the extraction head was withdrawn and inserted into the inlet port of a gas chromatograph mass spectrometer (7890B-7000C, Agilent), and desorbed for 3 min at 250°C.

The GC conditions were as follows: capillary column HP-5MS (Agilent); high purity helium (99.999%) with a flow rate of 1.0 ml/min and inlet temperature of 250°C; the starting temperature was 50°C to 80°C and then increased at 5°C·min^-1^ to 240°C, and maintained for 1min at 240°C. The MS conditions were as follows: MS level IV rod temperature 260°C, ion trap temperature 230°C; ionization source EI, EI ionization energy 70 eV; and full scanning with mass range of 33-500 amu.

### Qualitative and quantitative analysis of floral volatiles

Based on the characteristic ion fragments and mass spectrum values, volatile components were identified by comparison with NIST 14 mass spectral library (Han et al., 2019; Wang et al., 2019; Fei et al., 2021). Quantitative analysis was based on the peak area of ethyl decanoate, which was added to each sample as an internal standard. Using qualitative analysis software to calculate the peak areas of identified volatiles, a statistical analysis of the trial data was performed using Excel 2019 and SPSS software. The results of the measured data were represented by the mean value. The relative area of each component was calculated using the peak area normalization method with the internal solution. The sum of the identified volatiles was taken to be the total volatile content.

The odor activity values (OVAs) were calculated as the volatile component concentration divided by the volatile threshold. Those OVAs greater than 1.0 were determined to be the key fragrant volatiles. The odor thresholds were obtained from the relevant literature (Pino and Quijano, 2012; Zhu et al., 2018; Kang et al., 2019).

Following the above procedures, the floral volatiles in the petals, stamens, pistil, and calyx and bracts of SF flowers were analyzed, with three biological replicates for each floral part.

### Transcriptome sequencing of the whole flowers and data analysis

RNA-sequencing analyses were performed using flowers at the EB, ES, and LS stages. Each sample was repeated in biological replicates, and the sequencing was conducted on an Illumina HiSeq X Ten system by Novogene (Beijing, China). The sequencing steps comprised standard extraction and quality control of RNA samples, library construction and quality assessment, Illumina sequencing of the 150 bp paired-end reads, and sequence mapping to the apple HFTH1 Whole Genome v1.0.

The gene expression level was calculated using the fragments per kilobase of exon per million mapped fragments (FPKM) value. Differential expression analysis between two comparison combinations was performed using the DESeq2 R package, and the resulting P-values were adjusted to control the false discovery rate. The |log_2_(FoldChange)|> 0 and padj <0.05 were used as the criteria for screening differentially expressed genes (DEGs). Identification of DEGs, gene ontology (GO) analysis, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed with cluster Profiler, and *p*_adj_ *<*0.05 was used as the threshold for significant enrichment. Combined analyses of DEG functions and expression levels were conducted with MapMan3.6.0RC1, which is a user-driven tool that visualizes large datasets as diagrams of metabolic pathways or other processes. The Mdomestica_196 library was used for mapping.

### Connection analyses among volatiles and DEGs

To construct correlation networks, Pearson correlation coefficients (PCCs) were calculated between the volatile components and DEGs. In this study, a |PCC value| ≥ 0.7 was considered to indicate a correlation. For all pairs with a significant PCC value and *P*-value ≤ 0.05, we also calculated mutual rank values ≤ 10 between pairs to determine a significant connection (Obayashi and Kinoshita, 2009; Aya et al., 2011). These calculations were performed using R/Bioconductor. The networks were visualized using Cytoscape software v3.7.2.

## Results

### Flower phenotypes and volatile compound contents

The diameters of Mr and SF flowers were similar, which were significantly smaller than that of WF flowers (**Figure 1**). The petals of Mr, WF, and SF flowers were distinctly pink at EB and LB; the color was more obvious in Mr flowers, and the color of WF and SF flowers was similar (**Figure 1**). The petals of Mr and WF flowers were slightly pink, whereas SF petals were essentially white, at ES and LS. No distinct differences in the phenotypes of the stamens, pistil, calyx, and bracts of SF and WF flowers were observed (**Figure S1**).

**Figure 1:**
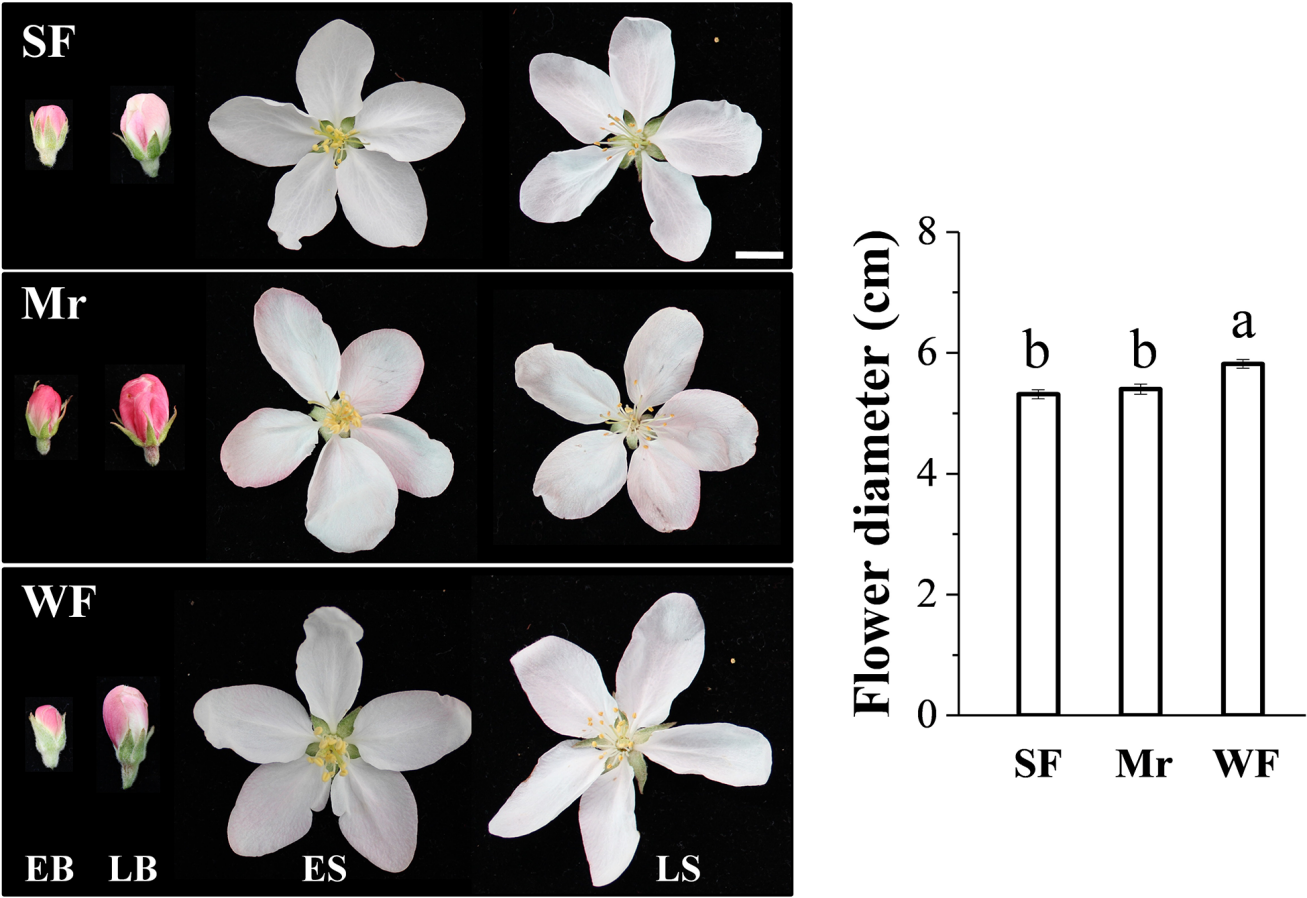
Flower phenotypes at four developmental stages in the *Malus robusta* materials. EB, early balloon stage; LB, late balloon stage; ES, early flowering stage; LS, late flowering stage; Mr, standard *M. robusta*; SF, strongly fragrant progeny; WF, weakly fragrant progeny. The histogram shows the flower diameter of each material at the LS stage. Different lowercase letters indicate a significant difference using one-way ANOVA followed by Tukey’s test (*P* < 0.05). Scale bars = 10.0 mm.

The chromatograms for Mr, SF, and WF flowers were used to identify volatile components. Total ion maps for Mr, SF, and WF flowers at ES were shown in **Figure 2A**. A total of 56 volatile components in Mr, SF, and WF flowers were identified in total (**Table S1**). The volatile species were mainly phenylpropane/benzene ring-type compounds, fatty acid derivatives, and terpene compounds (**Figure 2B** and **Tables S1-S4**).

**Figure 2:**
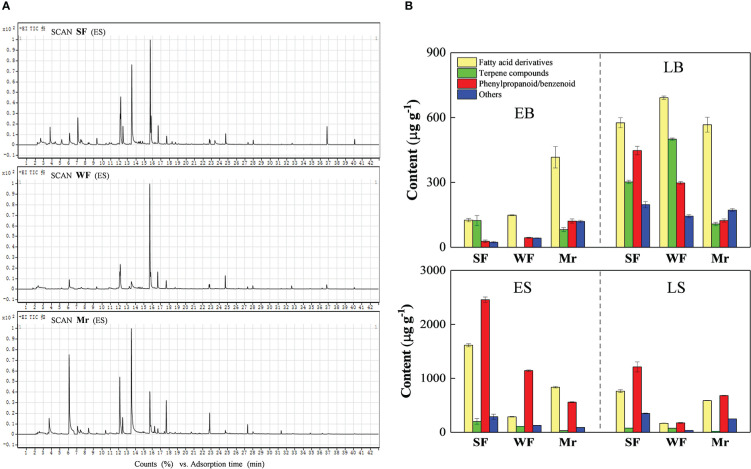
Chromatograms and composition of floral scent volatiles in the *Malus robusta* materials. **(A)**, Chromatograms for strongly fragrant (SF), standard (Mr), and weakly fragrant (WF) flowers at the early flowering stage. **(B)**, Composition and species number of volatiles at four stages of floral development. Data represent the means (n= 3).

Total volatile contents of Mr, SF, and WF flowers initially increased at EB, LB, and ES, and thereafter decreased at LS, except that similar contents between ES and LS were observed for Mr (**Figure 2B**). The highest volatile contents in Mr, SF, and WF flowers were observed at ES. Among the three materials at ES, the total volatile content of SF flowers was 4563.15 µg·g^-1^, which was 2.7 times and 3.0 times higher than those of WF (1668.14 µg·g^-1^) and Mr (1516.55 µg·g^-1^), respectively. In SF flowers, the number of volatile species detected was 19, 20, 20 and 19 at EB, LB, ES, and LS, respectively (**Tables S2-S4**). In comparison, at these stages, the number of volatile species detected was 12, 15, 18, and 16 for WF, and 16, 18, 23, and 20 for Mr, respectively (**Tables S2-S4**). These results indicated that ES was the main stage for volatiles emission in Mr, SF, and WF flowers.

### Characteristics of the floral volatiles at the ES stage

At ES, the most abundant volatile compounds in SF flowers were phenylpropane/benzene ring-type compounds, reaching 53.88% of the total content (4563.15 µg·g^-1^) (**Table 1**). Among these compounds, the content of methyl benzoate (v06) was highest, followed by benzyl alcohol (v25), leaf acetate (v10), and methyl anthranilate (v26). In WF, the most abundant compounds were also phenylpropane/benzene ring-type compounds, reaching 68.56% of the total content (**Table 1**). The volatiles with the highest contents were methyl benzoate (v06), benzyl alcohol (v25), and benzaldehyde (v28). In Mr, the predominant volatiles were phenylpropane/benzene ring-type compounds and fatty acid derivatives, and the volatiles with the highest contents were methyl benzoate (v06) and leaf acetate (v10), reaching 47.96% and 38.97% of the total content, respectively (**Table 1**).

**Table 1:** Contents of floral volatiles at the ES stage.

Volatile Name	Code	Content (µg·g^-1^)		
		SF	WF	Mr
Methyl benzoate	v06	692.90 ± 5.72a	476.46 ± 5.08b	411.88 ± 7.11c
Methyl laurate	v02	65.82 ± 4.81a	53.25 ± 1.44b	21.27 ± 0.79c
Methyl hexanoate	v22	56.35 ± 4.96a	11.99 ± 0.90b	55.13 ± 1.18a
(E)-3-Hexen-1-ol	v07	394.70 ± 7.84a	54.97 ± 0.84c	154.38 ± 3.88b
1,3-Dimethylbenzene	v13	384.79 ± 9.43a	61.93 ± 2.50b	18.54 ± 1.42c
Decane	v08	233.12 ± 45.38a	83.93 ± 4.58b	73.48 ± 2.36b
Linalool	v01	201.16 ± 52.52a	40.72 ± 0.26b	32.12 ± 0.59b
Benzaldehyde	v28	193.48 ± 22.90a	218.99 ± 6.67a	8.51 ± 1.04b
Naphthalene	v12	128.96 ± 4.71a	6.19 ± 0.11b	9.74 ± 0.08b
Methyl octanoate	v02	128.88 ± 28.29a	60.30 ± 0.42b	–
Leaf acetate	v10	419.96 ± 6.05a	–	217.17 ± 10.38b
Methyl hexadecanoate	v04	80.87 ± 4.93a	17.78 ± 2.74b	–
Benzyl alcohol	v25	668.47 ± 15.69a	243.03 ± 8.28b	–
Methyl 2-methylbutyrate	v16	48.48 ± 6.02a	–	17.42 ± 0.59b
Methyl anthranilate	v26	390.20 ± 2.14	–	–
Hexyl alcohol	v27	379.57 ± 3.70	–	–
Methyl acetate	v21	39.19 ± 4.47	–	–
Propylcyclopropane	v29	31.53 ± 0.81	–	–
2-Methyldecane	v30	14.27 ± 0.28	–	–
4-Methyl-Decanes	v18	10.45 ± 0.40	–	–
1-Phenylpropane-1,2-diol	v40	–	92.60 ± 1.30	–
Linalyl acetate	v05	–	68.92 ± 1.36	–
2-Ethylhexanol	v23	–	49.69 ± 2.59	–
Indole	v41	–	44.47 ± 4.28	–
Tetracosane	v42	–	43.76 ± 4.28	–
Methyl tetradecanoate	v09	–	39.19 ± 1.00	–
Methyl 2-Ethylhexanoate	v47	–	–	91.57 ± 1.66
cis-3-Hexenyl formate	v20	–	–	89.10 ± 2.48
4-Methoxy phenyl oxime	v31	–	–	78.56 ± 1.98
Cyclohexanol	v44	–	–	64.96 ± 0.18
Methyl 2-methyl-2-butenoate	v48	–	–	52.57 ± 1.95
Hexyl acetate	v49	–	–	31.31 ± 0.20
Benzyl acetate	v50	–	–	31.14 ± 0.23
Methyl heptenone	v35	–	–	29.03 ± 0.17
Acethydrazide	v51	–	–	11.41 ± 1.14
2-Methylgeng acid	v52	–	–	8.09 ± 0.13
2-Methylcyclopentalol	v53	–	–	5.24 ± 0.31
Methyl butyrate	v54	–	–	3.91 ± 0.54

Values were means ± SE. Lowercase letters indicate significant differences determined using one-way ANOVA followed by Tukey’s test ANOVA analysis (P < 0.5). ‘-’ represents that the substance was not detected.

Analysis of the floral volatiles in Mr, SF, and WF flowers at ES revealed that 9 volatiles were detected in the three flowers, of which 7 volatiles were significantly more abundant in SF (**Table 1**). Five volatiles detected in SF flowers were in common with WF and Mr, and the contents of the 5 volatiles were significantly higher in SF. In SF flowers, 6 volatiles were unique, of which those with higher contents in SF were methyl anthranilate (v26) and hexyl alcohol (v27). In contrast, 6 and 12 volatiles were detected only in WF and Mr, respectively.

### Identification of the key and predominant floral volatiles at the ES stage

Applying the relevant volatile threshold (**Table S5**), the OVAs for each volatile were calculated and summarized at ES (**Table 2**). For SF and Mr, 11 key floral fragrant volatiles were identified. Compared with WF and Mr, the OVAs of four volatiles comprising methyl benzoate (v06), linalool (v01), leaf acetate (v10), and methyl anthranilate (v26) were significantly higher in SF and all were greater than 30000. The OVAs of methyl benzoate (v06), linalool (v01), leaf acetate (v10), hexyl acetate (v49), and benzyl acetate (v50) were higher and greater than 5000 in Mr. In WF, two OVAs among the 10 key floral volatiles identified, methyl benzoate (v06) and linalool (v01), were higher and greater than 5000.

**Table 2:** Odor activity values of key floral volatiles.

Volatile Name	Code	SF	WF	Mr
Methyl benzoate	v06	1.33×10^6^ ± 1.10×10^4^a	9.15×10^5^ ± 9.76×10^3^b	7.92×10^5^ ± 1.37×10^4^c
Methyl hexanoate	v22	670.82~ ± 59.08a	142.74 ± 10.71b	656.35 ± 14.06a
		~804.98 ± 70.89a	~171.29 ± 12.85b	~787.62 ± 16.87a
(3E)-3-Hexen-1-ol	v07	254.65 ± 5.06a	35.46 ± 0.54c	99.60 ± 2.50b
1,3-Dimethylbenzene	v13	69.96 ± 1.71a	11.26 ± 0.45b	3.37 ± 0.26c
Linalool	v01	3.35×10^4^ ± 8.75×10^3^a	6.78×10^3^ ± 43.81b	5.35×10^3^ ± 98.42b
Benzaldehyde	v28	55.28 ± 6.54a	62.57 ± 1.90a	2.43 ± 0.30b
		~552.81 ± 65.42a	~625.67 ± 19.04a	~24.31 ± 2.97b
Methyl octanoate	v02	644.39 ± 141.47a	301.48 ± 2.09b	–
Leaf acetate	v10	3.47×10^4^ ± 499.82a	–	1.79×10^4^ ± 857.69b
Benzyl alcohol	v25	66.85 ± 1.57a	24.30 ± 0.83b	–
Methyl anthranilate	v26	1.30×10^5^ ± 714.67	–	–
Hexyl alcohol	v27	151.83 ± 1.48	–	–
Linalyl acetate	v05	–	68.92 ± 1.36	–
		–	~689.17 ± 13.64	–
Indole	v41	–	317.65 ± 30.59	–
Hexyl acetate	v49	–	–	1.56×10^4^ ± 100.87
Benzyl acetate	v50	–	–	1.56×10^4^ ± 114.09
Methyl heptenone	v35	–	–	580.64 ± 3.50
Methyl butyrate	v54	–	–	51.49 ± 7.09
		–	–	~65.22 ± 8.98

Values were means ± SE. Lowercase letters indicate significant differences determined using one-way ANOVA followed by Tukey’s test ANOVA analysis (P < 0.5). ‘-’ represents that the substance was not detected.

The OVAs of methyl benzoate (v06), linalool (v01), and leaf acetate (v10) in SF were significantly higher than those in WF and Mr, which was consistent with the difference in volatile contents (**Table 1**). In particular, methyl anthranilate (v26), a floral volatile unique to SF, had a high OVA of 1.30×10^5^. Therefore, the high contents and OVAs of common and unique volatiles were indicated to be the primary reasons for the strong fragrance in SF flowers. In addition, methyl benzoate (v06), linalool (v01), leaf acetate (v10), and methyl anthranilate (v26) were indicated to be the predominant fragrant volatiles in SF flowers at ES.

### Volatiles in different organs of SF flowers at ES

In total, 26 volatile compounds were identified in the petals, stamens, pistil, and calyx bracts of SF flowers (**Figure S1** and **Table 3**). Based on the relative contents of the volatile compounds, phenylpropane/benzene ring-type compounds were the predominant volatile compounds in the four parts (78.71%, 83.17%, 96.01% and 88.31%, respectively). In petals, 11 volatile compounds were detected, among which those with relatively high contents were benzyl alcohol (v25; 51.92%), methyl anthranilate (v26; 13.46%), and leaf acetate (v10; 11.84%). 2-Ethylhexanol (v23), benzyl butyrate (v66), and naphthalene (v12) were only detected in the petals. In the stamens, 18 volatiles were detected, among which those with the highest contents were benzyl alcohol (v25; 47.00%) and methyl anthranilate (v26; 17.94%). The volatile compounds detected only in stamens were 3-aminophenylacetylene (v38), benzyl benzoate (v65), and heneicosane (v11). In the pistil, 7 volatile compounds were detected, among which those with the highest contents were benzyl alcohol (v25) and methyl anthranilate (v26). The only compound detected solely in the pistil was *cis*-3-hexenyl formate (v20). In the calyx and bracts, 18 volatile compounds were detected. The relative contents of benzyl alcohol (v25; 41.30%) and methyl anthranilate (v26; 23.57%) were highest. Linalyl butyrate (v34), indole (v41), geranylacetone (v58), and *cis*-3-hexenyl benzoate (v59) were only identified in the calyx and bracts. Thus, both benzyl alcohol (v25) and methyl anthranilate (v26) were detected in all floral organs and their relative contents were the highest among all volatile compounds detected.

**Table 3:** Relative contents of volatiles in different floral organs (%).

Volatile Name	Code	Petal	Stamen	Pistil	Calyx and bracts
Benzyl alcohol*	v25	51.92 ± 0.72	47.00 ± 0.84	50.91 ± 2.52	41.30 ± 1.12
Methyl anthranilate*	v26	13.46 ± 1.68	17.94 ± 0.53	26.80 ± 3.38	23.57 ± 1.14
Indole*	v41	–	–	–	9.95 ± 0.30
Cinnamyl alcohol*	v57	9.86 ± 0.45	5.50 ± 0.37	–	6.12 ± 0.41
(E)-3-Hexen-1-ol	v07	4.30 ± 0.44	4.74 ± 0.34	–	4.85 ± 0.22
Leaf acetate	v10	11.84 ± 1.18	4.69 ± 0.22	–	2.79 ± 0.16
Linalyl butyrate	v34	–	–	–	1.78 ± 0.07
Linalool	v01	–	4.58 ± 0.45	–	1.44 ± 0.07
Benzyl acetate*	v50	1.64 ± 0.11	2.10 ± 0.18	–	1.29 ± 0.04
Methyl benzoate*	v06	0.27 ± 0.01	2.06 ± 0.16	6.01 ± 0.77	1.27 ± 0.02
Geranylacetone	v58	–	–	–	0.82 ± 0.07
Benzaldehyde*	v28	–	2.44 ± 0.11	6.37 ± 0.21	0.81 ± 0.03
cis-3-Hexenyl benzoate*	v59	–	–	–	0.81 ± 0.03
Phenethyl alcohol*	v60	–	1.15 ± 0.04	3.36 ± 0.42	0.81 ± 0.03
3-Phenyl-1-propanol*	v61	–	0.75 ± 0.04	–	0.70 ± 0.01
Cinnamaldehyde*	v62	–	1.05 ± 0.13	–	0.61 ± 0.07
Benzyl 2-methyl-2-butenoate*	v63	–	0.53 ± 0.03	2.56 ± 1.02	0.58 ± 0.05
Pentanoic acid*	v64	–	0.48 ± 0.02	–	0.49 ± 0.06
2-Ethylhexanol	v23	3.96 ± 0.15	–	–	–
3-Aminophenylacetylene	v38	–	1.63 ± 0.81	–	–
Benzyl benzoate*	v65	–	0.54 ± 0.04	–	–
Benzyl butyrate*	v66	0.84 ± 0.09	–	–	–
Heneicosane	v11	–	0.94 ± 0.03	–	–
cis-3-Hexenyl formate	v20	–	–	3.98 ± 0.19	–
Naphthalene*	v12	0.72 ± 0.08	–	–	–
Hexyl alcohol	v27	1.18 ± 0.34	1.88 ± 0.12	–	–

Values were means ± SE. ‘*’ represents the phenylpropane/benzene ring-type compound. ‘-’ represents that the substance was not detected.

The four compounds methyl benzoate (v06), linalool (v01), leaf acetate (v10), and methyl anthranilate (v26), which contributed to the strong fragrance of SF flowers, were detected in the stamens, calyx, and bracts. The relative contents of methyl anthranilate (v26; 26.80%) and methyl benzoate (v06; 6.01%) were highest in the pistil. The relative content of linalool (v01; 4.58%) was highest in the stamens. The relative content of leaf acetate (v10; 11.84%) was highest in the petals. These results indicated that emission of the volatile species and the contents of floral volatiles varied between intact flowers and different floral organs.

### Analysis of DEGs from the transcriptome data

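RNA of individual whole flowers of SF, WF and Mr was sequenced at EB, ES and LS as 150 bp paired-end reads, with 3 biological replicates in each of the 9 groups, which gave 27 libraries. SF and WF are single progeny individuals, so the replicates of a group are flowers of that individual, and SF and WF differ as individual trees. Libraries are named here as in Table S6, by material, stage and replicate. The authors mapped the reads to the apple HFTH1 whole genome and deposited FPKM for 48445 genes, of which 44677 carry HF identifiers and 3768 were newly assembled. The aligner and the counting tool are not given in the sources used here. Multiplied by the gene length in the table, the values of each library were whole multiples of a single step (100% of 771151 values under 1000 fragments lay within 0.05 of a whole number), so the fragments behind them could be recovered. The 27 libraries held 16146228 (SF_EB_3) to 29558381 (WF_EB_2) fragments on genes, with a median of 19419905. In SF the lowest, median and highest library held 16146228, 16713739 and 18484649 fragments at EB, 17827107, 18652308 and 22527496 at ES, and 16731798, 17576293 and 19323460 at LS. In WF they held 21277997, 23147671 and 29558381 at EB, 17966314, 20605449 and 23537691 at ES, and 19419905, 20462504 and 23525779 at LS. In Mr they held 19314048, 20063702 and 24070305 at EB, 17479706, 19452975 and 19543070 at ES, and 17591731, 19304451 and 19791324 at LS. The paper's Table S6 gives 42285694 to 75735776 clean reads per library, and the fragments on genes, which the FPKM values use, made up 76.0% to 78.1% of the clean read pairs. For a gene of 1 kb, 3 fragments corresponded to an FPKM of 0.095 to 0.193, depending on the library. The denominator behind FPKM was 0.8855 (WF_LS_1) to 1.1034 (WF_ES_2) times the fragments on genes, and it was the same multiple (19818364) of the median-of-ratios size factor in all 27 libraries. The deposited FPKM therefore carry a median-of-ratios scaling, while the paper's methods describe FPKM by mapped fragments. Differential expression was tested with limma on log2(FPKM + 1) with only the groups compared in each fit, for the 29660 genes with an FPKM of at least 1 in at least 3 of the 27 libraries. DEGs had a Benjamini-Hochberg adjusted p under 0.05 with any fold change, as in the paper. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. The LS groups held a pair of libraries with transcripts not seen in the other libraries of their material. Over 63 genes with an FPKM near 0 in the other SF libraries and expressed in WF, the median level in SF_LS_1 was 8.1% of that in WF at LS. Over 87 such genes of Mr, the median level in Mr_LS_2 was 19.8% of that in WF at LS. The corresponding median was 0 in each of the other 25 libraries.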

There 6.34 ~ 11.36 Gb clean Illumina reads were retained from every sample of SF, WF, and Mr flowers (**Table S6**). The percentages of bases with Q20 and Q30 were 97.93 ~ 98.08% and 93.58 ~ 94.41%, respectively, and the error rates were < 0.03. Based on the high quality of transcriptome data and screening criteria, comparisons of DEGs in SF, WF, and Mr flowers were examined at EB, ES, and LS. 

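Between ES and EB in SF, limma gave 0 DEGs, with 5411 of 29660 genes at an unadjusted p under 0.05, and voom on the recovered fragments, an alternative chosen after seeing the data, gave 16. Without SF_EB_2 the count was 498, and without any other single library it was 0. The alternative that moved this count most was a single fit of all 9 groups with a shared spread, which gave 1285 DEGs. Between LS and ES in SF, 5728 DEGs were detected, with a median absolute log2 fold change of 0.89. The 3 libraries of a stage lay entirely above or below those of the other for 13288 genes (44.8%), where chance gives 10%, and this held for each of the 5728 DEGs. A fit with 1 library left out has less power, so a lower count need not come from that library. The count changed with the model and with single libraries left out. It was 2 with a replicate block, although the numbers do not pair samples, and it was 9543 without SF_LS_1, 979 without SF_LS_3, 356 without SF_ES_3, 7 without SF_LS_2 and 6 without SF_ES_1. SF_LS_1 is the SF library with transcripts like those of WF.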

In SF flowers, 1076 and 4861 DEGs were detected in the comparison between ES and EB, and between LS and ES, respectively, among which 584 were up-regulated between ES and EB, and 3079 were down-regulated between LS and ES (**Figure 3A**). 

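Between ES and EB in WF, 489 DEGs were detected by limma (6460 genes at an unadjusted p under 0.05), with a median absolute log2 fold change of 1.36. With any single library left out fewer were detected, namely 0 without WF_ES_2, WF_EB_1 or WF_EB_3, 3 without WF_EB_2, 21 without WF_ES_1 and 128 without WF_ES_3. Between LS and ES in WF, 286 DEGs were detected (6873 genes at an unadjusted p under 0.05), with a median absolute log2 fold change of 1.88. That count was 1574 without WF_LS_2, 53 without WF_LS_1, and 0 without WF_LS_3, WF_ES_1 or WF_ES_3. The replicates of WF at LS had the widest spread of the 9 groups, with a root mean square SD of 0.54 over genes on the log2(FPKM + 1) scale.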

In WF flowers, 2295 and 3062 DEGs were detected in the comparison between ES and EB, and between LS and ES, respectively. In Mr flowers, 5590 and 1043 DEGs were detected in the comparison between ES and EB, and between LS and ES, respectively. 

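From the deposited FPKM, 12436 DEGs were detected between ES and EB in Mr by limma, with a median absolute log2 fold change of 0.69. Without Mr_EB_1 there were 8247 and without Mr_EB_2 8277. The replicates of Mr at EB had the narrowest spread of the 9 groups, with a root mean square SD of 0.186 over genes on the log2(FPKM + 1) scale. Between LS and ES in Mr, limma gave 0 DEGs, with 4494 genes at an unadjusted p under 0.05, and voom on the recovered fragments also gave 0. The count was 665 without Mr_LS_1 and 0 without any other single library. Mr_LS_2, the Mr library with transcripts like those of WF, was one of the 3 libraries at LS, and without it 0 DEGs were detected (3694 genes at an unadjusted p under 0.05).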

In the same materials, generally, a greater number of DEGs were up-regulated at ES than that at EB or LS. 

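Of the 489 DEGs between ES and EB in WF, 153 (31.3%) were higher at ES and 336 were higher at EB. This split turned without single libraries, to 66.7% higher at ES without WF_ES_1 and 67.2% without WF_ES_3, while without WF_EB_2 there were 3 DEGs, all higher at EB. In Mr, 6876 (55.3%) of the DEGs were higher at ES and 5560 were higher at EB. Scaled by the total fragments of each library, which was chosen after seeing the data, the split in Mr was reversed, with 5064 DEGs higher at ES and 8233 higher at EB (38.1% higher at ES), and this scaling shifted the median log2 fold change of all genes in Mr to -0.1288. In SF there were no DEGs between ES and EB to divide by limma with all libraries, while the fit of all 9 groups gave 580 higher at ES and 705 higher at EB, the fit without SF_EB_2 315 and 183 (63.3% higher at ES), and voom, chosen after seeing the data, 3 and 13. Compared with LS, 2886 DEGs were higher at ES in SF and 2842 were higher at LS, and this order was reversed with a pseudocount of 0.1 (2720 and 2791), the stricter filter (2937 and 2956) and the fit of all 9 groups (4250 and 4372). More were higher at ES with an absolute log2 fold change of at least 1 (1454 and 932), scaled by total fragments (2718 and 2157) and without SF_ES_2 (2428 and 1709). In WF, 169 were higher at ES and 117 were higher at LS (40.9%), but without WF_LS_1 64.2% were higher at LS, and without WF_ES_2 15.7%. Mr had no DEGs between LS and ES by limma with all libraries (4494 genes at an unadjusted p under 0.05, 0 DEGs by voom), while without Mr_LS_1 633 were higher at ES and 32 at LS, and in the fit of all 9 groups 58 and 8.

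**Figure D1:**
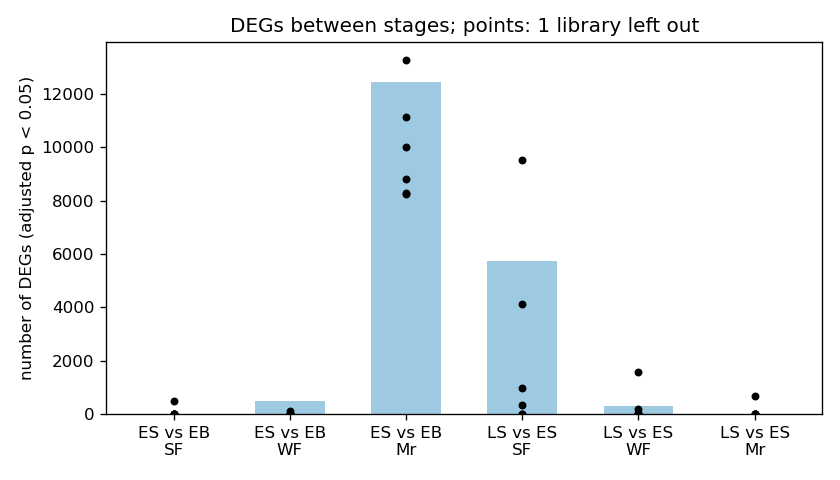
Number of DEGs (limma, adjusted p under 0.05) between successive stages in SF, WF and Mr. Bars give the count from all 3 libraries per group and points the counts with 1 library left out, which range from 6 to 9543 for LS against ES in SF.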

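SF and WF differed by 2250 DEGs at EB, of which 1256 were higher in SF and 994 were lower. At ES there were 2414 DEGs, 1315 higher in SF and 1099 lower, and at LS 993 DEGs, 509 higher and 484 lower. Of all 29660 genes, 32.4%, 28.2% and 21.2% had non-overlapping values in the 3 libraries of SF and the 3 of WF at EB, ES and LS, where chance gives 10%. Each DEG was among them. With a replicate block, although the numbers do not pair samples, 728 DEGs were left at EB and none at LS by limma (3122 genes at an unadjusted p under 0.05). Voom was run without a block only, chosen after seeing the data, and gave 805 at LS. The fit of all 9 groups with a shared spread gave 4729 at EB and 3446 at LS, and the requirement of an absolute log2 fold change of at least 1 gave 1362 at ES. At EB the count was 1110 without SF_EB_2, 1291 without WF_EB_1, 872 without WF_EB_2 and 1145 without WF_EB_3. At ES it was 1075 without SF_ES_1, 1386 without SF_ES_2, 1301 without SF_ES_3 and 1380 without WF_ES_3. At LS it was 291 without SF_LS_2, 448 without SF_LS_3, 503 without WF_LS_1 and 263 without WF_LS_3. At LS 70.4% of the DEGs were higher in SF without SF_LS_2, and 66.5% without SF_LS_3, while fewer were higher than lower with the stricter filter (336 and 361), with an absolute log2 fold change of at least 1 (400 and 401), without WF_LS_1 (250 and 253) and without WF_LS_2 (338 and 415). Without SF_LS_1, the library with transcripts like those of WF, 691 DEGs were detected at LS. Among genes of non-overlapping groups, the largest rises in SF at ES were those of HF32696 (DUF642 domain), HF39406 (pyridoxal-dependent decarboxylase domains), HF32233 (cytochrome P450 domain), HF26406 (stress responsive A/B barrel domain) and HF21602 (no description). The FPKM of HF39406, on chromosome 5 from 6448370 to 6449647, was 327 ± 20.51 in SF and 0.0115 ± 0.0200 in WF (SD, n = 3), a log2 fold change of 8.34 (SE 0.09, adjusted p = 2.97e-06 by limma). HF26406 was listed at 0 in every library of WF and Mr. The largest falls were those of HF03269 (no description), HF40244 (2OG-Fe(II) oxygenase domains), HF42181 (Rubisco small subunit domain), its neighbour HF42182 (no description) and HF21620 (transferase family domain). The FPKM of HF03269, on chromosome 3 from 30961470 to 30967764, was 0.0250 ± 0.0225 in SF and 217 ± 26.6 in WF at ES (SD, n = 3), a log2 fold change of -7.72 (SE 0.12, adjusted p = 1.39e-05 by limma).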

From the comparisons between the same stage, 1573 and 1347 DEGs at EB and ES were up-regulated, respectively, whereas 850 DEGs at LS were down-regulated. 

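SF and Mr differed by 12167 DEGs at EB, 10552 at ES and 9700 at LS by limma. At EB 6547 were higher in SF and 5620 were lower, at ES 5564 and 4988, and at LS 4855 and 4845. The near tie at LS turned to fewer higher than lower with no filter (4821 and 4881), the stricter filter (4420 and 4425), the fit of all 9 groups (6094 and 6097), the replicate block (3398 and 3522) and an absolute log2 fold change of at least 1 (2242 and 2435), and without SF_LS_1, SF_LS_2, Mr_LS_1 or Mr_LS_3. Scaled by total fragments, an alternative chosen after seeing the data, 5638 were higher and 6632 lower at EB (45.9% higher, where the deposited scaling gave 53.8%), as this scaling moved the median log2 fold change of all genes from 0.0059 to -0.0717. At ES this scaling gave 6178 higher and 3926 lower (61.1% and 52.7%), with that median moved from 0.0096 to 0.0839, and at LS 5160 and 4582. Values of the SF and Mr libraries did not overlap for 56.5%, 50.8% and 50.8% of all genes at EB, ES and LS, with 10% by chance. The requirement of an absolute log2 fold change of at least 1 moved these counts most, to 4497, 4104 and 4677 DEGs. The count at EB was 7668 without Mr_EB_1 and 7748 without Mr_EB_2. At LS it was 5092 without SF_LS_2, 6019 without SF_LS_3 and 6291 without Mr_LS_1. Without SF_LS_1 or Mr_LS_2, the libraries with transcripts like those of WF, it was 11740 and 6532. At ES the largest rises in SF were those of HF20316 (actin domain), HF43082 and HF21880 (no description), HF39406 and HF12327 (phloem protein 2 domain). HF20316, HF43082 and HF21880 were listed at 0 in every Mr library at ES. The FPKM of HF12327, on chromosome 5 from 47105335 to 47106495, was 90.9 ± 11.1 in SF and 0.152 ± 0.0666 in Mr (SD, n = 3), a log2 fold change of 6.31 (SE 0.12, adjusted p = 2.16e-05 by limma). HF03269, HF42181, HF42182, HF40244 and a newly assembled gene on chromosome 13 from 17592731 to 17594072 fell most. The FPKM of this newly assembled gene was 0.835 ± 0.468 in SF and 99.98 ± 14.6 in Mr (SD, n = 3), a log2 fold change of -5.81 (SE 0.22, adjusted p = 4.95e-05 by limma).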

In the comparison of SF and Mr, a greater number of DEGs were up-regulated at EB, ES, and LS (4274, 3733, and 3336, respectively).

**Figure 3:**
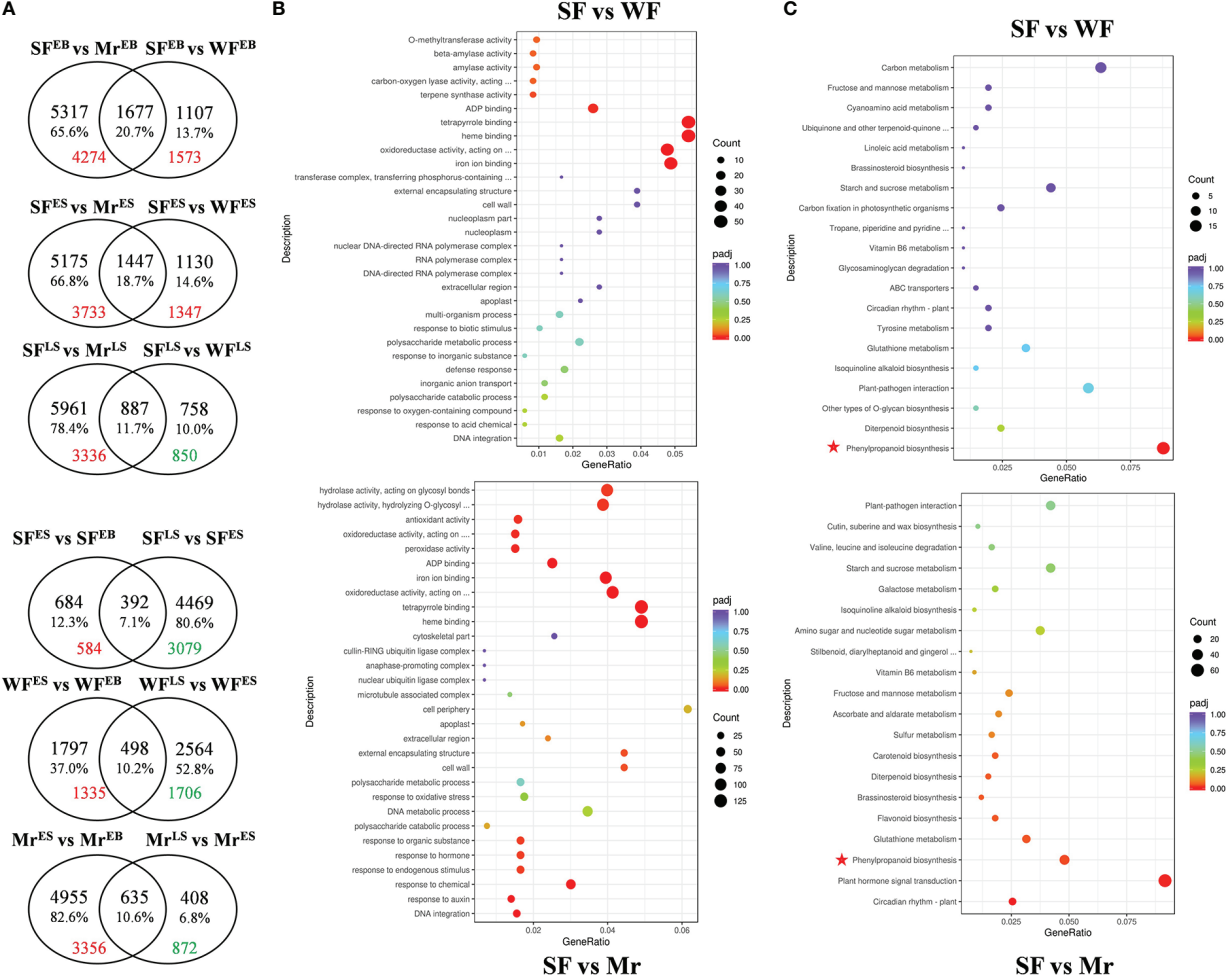
Venn diagram, GO terms, and KEGG pathways for differentially expressed genes (DEGs). **(A)** Venn diagram of genes expressed in the different plant materials and floral development stages. The intersections indicate the number of genes in common. Red and green numbers indicate the number of up- and down-regulated DEGs, respectively, in the corresponding pair. **(B, C)** GO terms and KEGG pathways for comparisons of samples (SF *vs* WF and SF *vs* Mr) at the ES stage. Different colors for *p*_adj_ indicate the significance level, and the count size indicates the number of DEGs. Red asterisks indicate the common pathway in the comparison of SF with WF and Mr.

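In the overlap of both comparisons, 1657 genes were DEGs of SF against WF and of SF against Mr at EB, 1624 at ES and 613 at LS. Of these, 1562, 1471 and 578 had the same direction in both comparisons, and 95, 153 and 35 had opposite directions. Both comparisons use the same SF libraries, so their fold changes share the chance deviations of those libraries. In 20 simulations of unchanged groups that shared the SF libraries, no gene was shared at any stage. The simulations drew each gene on its own, with the same spread for all groups of a stage. The real spreads were unequal, with a root mean square SD at EB of 0.505 in SF, 0.309 in WF and 0.186 in Mr. Of the real variance within groups, 33.3% lay on a single axis. The simulated values are therefore no valid baseline for the observed ones. In the simulations the correlation of the fold changes across genes was 0.496 at EB, 0.498 at ES and 0.504 at LS, and 66.5%, 66.5% and 66.7% of the genes had the same sign. Over all genes, which are not independent replicates, the observed correlations were 0.577, 0.411 and 0.283, and the observed shares 70.8%, 61% and 58.2%. At EB the shared DEGs numbered 820 without SF_EB_2, 980 without WF_EB_1, 677 without WF_EB_2 and 886 without WF_EB_3. At ES they numbered 707 without SF_ES_1, 916 without SF_ES_2, 858 without SF_ES_3 and 957 without WF_ES_3. At LS they numbered 187 without SF_LS_2, 266 without SF_LS_3, 325 without WF_LS_1 and 177 without WF_LS_3.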

### Annotation of DEGs with the GO and KEGG databases

Based on the differences in content of the volatiles, the GO and KEGG analyses were used to annotate the DEGs among SF, Mr, and WF at ES and LS (**Figures 3B, C** and **Table S7**). At ES, 802 GO terms were obtained for the comparison between SF and WF. Six terms in the molecular function (MF) category were significantly enriched, which were associated with binding of Iron ion (GO:0005506), Heme (GO:0020037), Tetrapyrrole (GO:0046906), and ADP (GO:0043531), activity of Terpene synthase (GO:0010333), and Oxidoreductase (GO:0016705). 

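Table S7 lists 96 genes as DEGs under these 6 terms for SF against WF at ES. Of the 82 that passed the expression filter, 56 were DEGs by limma over all 29660 genes, and 81 when adjusted over the list alone. The study chose the list as DEGs on these samples, so the second count is not independent evidence. Of the 56 DEGs, 32 were higher in SF and 24 were lower, and each of the 82 genes had the direction given in Table S7. Under iron ion binding, 27 of 43 tested genes were DEGs, and under oxidoreductase activity 25 of 42. Heme binding and tetrapyrrole binding list 52 genes each, of which 28 of 45 tested were DEGs. Under ADP binding 16 of 21 tested genes were DEGs, and under terpene synthase activity 4 of 5. Counts under several terms moved when 1 library was left out. Without SF_ES_2 there were 16 DEGs under iron ion binding and 18 under heme and under tetrapyrrole binding, without WF_ES_3 17 under iron ion binding, without SF_ES_3 15 under oxidoreductase activity, and without SF_ES_1 10 under ADP binding. The enrichment itself was not recomputed, because genes of each term that are not DEGs are not listed.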

In the comparison of SF and Mr, 1119 terms were obtained, of which 20 terms in the biological process (BP), MF, and cellular component (CC) categories were significantly enriched. These enriched terms were associated with DNA integration, response to Auxin (GO:0009733), Chemical (GO:0042221), Endogenous stimulus (GO:0009719), Hormone (GO:0009725), and Organic substance (GO:0010033) in the BP category, and Cell wall (GO:0005618) and External encapsulating structure (GO:0030312) in the CC category, and binding of Heme (GO:0020037), Tetrapyrrole (GO:0046906), Iron (GO:0005506), and ADP (GO:0043531), activity of Oxidoreductase (GO:0016705, GO:0016684, and GO:0016682), Peroxidase (GO:0004601), Antioxidant (GO:0016209), Hydrolase (GO:0004553 and GO:0016798), and Beta-amylase (GO:0016161) in the MF category. Compared with WF, 85 KEGG pathways were obtained, of which the phenylpropanoid biosynthesis pathway (mdm00940) was significantly enriched among the DEGs that were upregulated in SF. In the comparison of SF with Mr, 109 KEGG pathways were obtained, of which Circadian rhythm–plant (mdm04712), Plant hormone signal transduction (mdm04075), Glutathione metabolism (mdm00480), and biosynthesis of Phenylpropanoid (mdm00940), Flavonoid (mdm00941), Brassinosteroid (mdm00905), and Diterpenoid (mdm00904) were significantly enriched. Importantly, the pathway of Phenylpropanoid biosynthesis was significantly identified in the comparison of SF with WF and Mr.

At LS, 690 GO terms were obtained in the comparison between SF and WF, of which the MF term ADP binding (GO:0043531) was significantly enriched. In the comparison of SF with Mr, 1088 terms were obtained of which 16 MF terms were significantly enriched. These enriched terms were associated with activity of Oxidoreductase (GO:0016705, GO:0016701, GO:0016682, GO:0016702 and GO:0016679), Dioxygenase (GO:0051213), Amylase (GO:0016160), Drug transmembrane transporter (GO:0015238), Beta-amylase (GO:0016161), and Transferase (GO:0016758), binding of ADP (GO:0043531), Sequence-specific DNA (GO:0043565), Iron ion (GO:0005506), Heme (GO:0016758), Tetrapyrrole (GO:0046906), and Coenzyme (GO:0016758). In the comparison with WF, 79 KEGG pathways were obtained in SF. In the comparison of SF with Mr, 111 KEGG pathways were obtained of which Phenylpropanoid biosynthesis (mdm00940), Valine, leucine and isoleucine degradation (mdm00280), Carotenoid (mdm00906) and Brassinosteroid (mdm00905) biosynthesis, and metabolism of Glutathione (mdm00480), Ascorbate and aldarate (mdm00053), Cyanoamino acid (mdm00460), and Starch and sucrose (mdm00500) were significantly enriched.

From visual analysis of the DEGs with MapMan (**Figure 4A, B**), 82 metabolism-related genes were listed in the comparisons between SF and WF and Mr at ES, among which 27 secondary metabolite-related genes were listed. The greatest number of DEGs involved in secondary metabolism were associated with phenylpropanoids, of which 11 genes were detected at ES (**Figure 4B**). In addition, DEGs involved in secondary metabolism were associated with terpenoids, of which 5 genes were detected at ES. 

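Fig. 4C gives MrPAL1 as HF05496 and HF01560, MrPAL4 as HF40548, MrCAD9 as HF25090 and MrOMT1 as HF25290 and HF41646. In the table, the PAL genes carry an aromatic amino acid lyase domain and HF25090 an alcohol dehydrogenase domain. HF05496, on chromosome 1 from 22457147 to 22461009, had an FPKM of 166 ± 7.66 in SF, 180.2 ± 107.5 in WF and 167.5 ± 22.0 in Mr at ES (SD, n = 3). It was not a DEG, with log2 fold changes of 0.11 against WF (SE 0.50, adjusted p = 0.944 by limma) and 0.00 against Mr (SE 0.12, adjusted p = 0.984). HF01560, on chromosome 4 from 16519708 to 16522898, had an FPKM of 18.4 ± 12.1 in SF, 5.25 ± 1.47 in WF and 244 ± 54.0 in Mr. Its log2 fold change was 1.43 against WF (SE 0.53, adjusted p = 0.182 by limma), with overlapping libraries, and -3.86 against Mr (SE 0.51, adjusted p = 0.00267). Without SF_ES_3 it was a DEG against WF, with a log2 fold change of 2.00. HF40548 and HF41646 did not pass the expression filter. The FPKM of HF40548 at ES was 0 in SF, 0.0543 ± 0.0202 in WF and 0.0155 ± 0.0269 in Mr, and that of HF41646 was 0.0282 ± 0.0315, 0.134 ± 0.0891 and 0. Tested without the filter, neither was a DEG, with log2 fold changes of -0.08 and -0.14 against WF (adjusted p = 0.421 and 0.363 by limma). HF25090, on chromosome 7 from 25609596 to 25618386, had an FPKM of 0.760 ± 0.239 in SF, 2.77 ± 1.33 in WF and 1.91 ± 0.265 in Mr. It was lower in SF by a log2 fold change of -1.05 against WF (SE 0.27, adjusted p = 0.0775 by limma) and -0.73 against Mr (SE 0.15, adjusted p = 0.0118). In the fit of all 9 groups it was also a DEG against WF. HF25290, on chromosome 7 from 27971019 to 27971441, had an FPKM of 0.423 ± 0.186 in SF, 4.59 ± 1.62 in WF and 7.14 ± 4.37 in Mr, with log2 fold changes of -1.94 (SE 0.23, adjusted p = 0.00672 by limma) and -2.39 (SE 0.38, adjusted p = 0.00522).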

In the phenylpropanoid pathway, *MrPAL1*, *MrPAL4*, *MrCAD9*, and *MrOMT1* genes were significantly mapped (**Figure 4C**), which may indicate that these genes played important roles in the strong emission of floral fragrance by SF flowers at ES.

**Figure 4:**
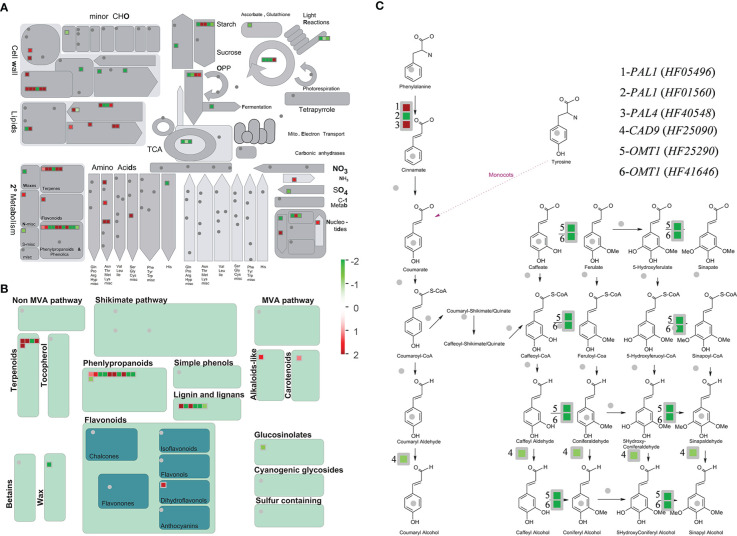
Metabolism overview and secondary metabolism of the identified DEGs associated with metabolic pathways for floral volatiles. **(A, B)** MapMan was used to classify the DEGs from the comparisons SF *vs* (WF and Mr). **(C)** Mapped DEGs involved in the phenylpropanoid pathway. Blue and red colors represent up- and down-regulated genes, respectively. Values represent the fold difference in expression level. Each square represents a DEG. Bins (or sub-bins) are shown as a block, which represent different metabolic pathways.

### Pathways and genes correlated with production of predominant floral volatiles

Combined analyses of the identified KEGG pathways and the predominant floral volatiles revealed that the key pathways were associated with the synthesis of methyl benzoate, methyl anthranilate, linalool, and leaf acetate. As a result of KEGG mapping to the apple genome, phenylalanine metabolism (mdm00360), phenylalanine, tyrosine and tryptophan biosynthesis (mdm00400) and biosynthesis of amino acids (mdm01230), terpenoid backbone biosynthesis (mdm00900), and α-Linolenic acid metabolism (mdm00592) were associated with the synthesis of methyl benzoate, methyl anthranilate, linalool, and leaf acetate, respectively.

Based on previous studies, homologous genes associated with production of floral volatiles were screened in apple. Eighteen, 3, 17, and 5 of the 43 genes were identified in the synthesis pathways for linalool (v01), methyl benzoate (v06), leaf acetate (v10), and methyl anthranilate (v26), respectively (**Table S8** and **Figure 6A**). 

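Of the 43 genes of Table S8, 42 passed the expression filter, and HF12195 was not tested. At ES, 5 were DEGs of SF against WF by limma over all genes, and 5 when adjusted over the list alone. All 5 were higher in SF, namely HF16930, HF18003 and HF27219 of the leaf acetate pathway and HF12196 and HF41298 of the linalool pathway. Without SF_ES_1 or SF_ES_2 the count was 3. Against Mr, 17 were DEGs over all genes and 20 when adjusted over the list alone, with 10 of the 17 higher in SF and 7 lower. The paper screened these homologs on the basis of earlier studies. Of these 17, 6 belonged to the leaf acetate, 1 to the methyl benzoate, 2 to the methyl anthranilate and 8 to the linalool pathway, and without SF_ES_1 the count was 11. With an absolute log2 fold change of at least 1 also required, 8 genes were DEGs against Mr, the largest move among the alternatives with all libraries. Volatile contents were measured on other flowers than those sequenced and are given as group means, so each gene was related to its volatile over the 9 group means of FPKM and the paper's contents, with volatiles that were not detected taken as 0. Over all 43 pairs, 2 had an absolute Pearson r of at least 0.7 with an exact permutation p of at most 0.05 (two-sided, 362880 orders of the groups), and no pair had a Benjamini-Hochberg adjusted p under 0.05. Those with methyl anthranilate could not pass, since their exact permutation p cannot go under 0.111. Without the 2 groups farthest from the median volatile content, 6 of the 38 pairs with a value passed the threshold.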

As revealed by the transcriptome data, *HF24990* (*PAL*) and *HF42215* (*BAMT*), and *HF43372* (*AS*) were closely associated with methyl benzoate (v06) and methyl anthranilate (v26) synthesis, respectively. 

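HF24990, a gene with an aromatic amino acid lyase domain on chromosome 7 from 24364465 to 24370829, had an FPKM of 404 ± 98.0 in SF, 324 ± 189 in WF and 420.4 ± 24.98 in Mr at ES (SD, n = 3). It was a DEG in neither comparison at ES, with log2 fold changes of 0.52 against WF (SE 0.54, adjusted p = 0.672 by limma) and -0.08 against Mr (SE 0.19, adjusted p = 0.756). Over the 9 groups its mean FPKM was related to the methyl benzoate content with Pearson r = 0.89 (exact permutation p = 0.00529, two-sided, adjusted p = 0.119 over the 43 pairs) and Spearman rho = 0.88 (exact permutation p = 0.00308). Without the 2 groups farthest from the median content, r was 0.82. The text names HF42215 as BAMT, while Table S8 and Fig. 6A list HF44215. In the table, HF42215 (chromosome 13, 2877904 to 2879614) carries a Myb-like DNA-binding domain and HF44215 (chromosome 10, 9033270 to 9035030) a SAM dependent carboxyl methyltransferase domain. The FPKM of HF44215 at ES was 188 ± 4.397 in SF, 144 ± 47.3 in WF and 97.8 ± 67.0 in Mr (SD, n = 3), and it was not a DEG, with log2 fold changes of 0.44 (SE 0.26, adjusted p = 0.396 by limma) and 1.23 (SE 0.57, adjusted p = 0.144). Without Mr_ES_3 it was a DEG against Mr, with a log2 fold change of 1.75. Its r with methyl benzoate was -0.43 (exact permutation p = 0.252, adjusted p = 0.834), rho was -0.35 (exact permutation p = 0.359), and r without the 2 farthest groups was -0.22. HF42215 had an FPKM of 26.2 ± 0.938 in SF, 24.97 ± 7.766 in WF and 18.3 ± 3.88 in Mr at ES (SD, n = 3). Its log2 fold change was 0.52 against Mr (SE 0.15, adjusted p = 0.0446 by limma) and it was no longer a DEG without Mr_ES_1 (0.36), Mr_ES_3 (0.53), SF_ES_1 (0.54), SF_ES_2 (0.49) or SF_ES_3 (0.52), in the fit of all 9 groups, with the replicate block, with an absolute log2 fold change of at least 1 or without an intensity trend. HF43372, with a chorismate binding domain and a coding length of 234 bp, had an FPKM of 1.45 ± 0.588 in SF and 0.646 ± 0.637 in WF at ES (SD, n = 3) and was listed at 0 in every Mr library at ES. It was a DEG against Mr (adjusted p = 0.00389 by limma) and not against WF (log2 fold change 0.61, SE 0.31, adjusted p = 0.329). Its r with methyl anthranilate was 0.44 (exact permutation p = 0.333, adjusted p = 0.896) and rho was 0.41 (exact permutation p = 0.444). Methyl anthranilate was detected in 1 of the 9 groups, so the smallest p that the 9 groups allow for it is 0.111, and leaving out the farthest groups leaves nothing to relate.

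**Figure D2:**
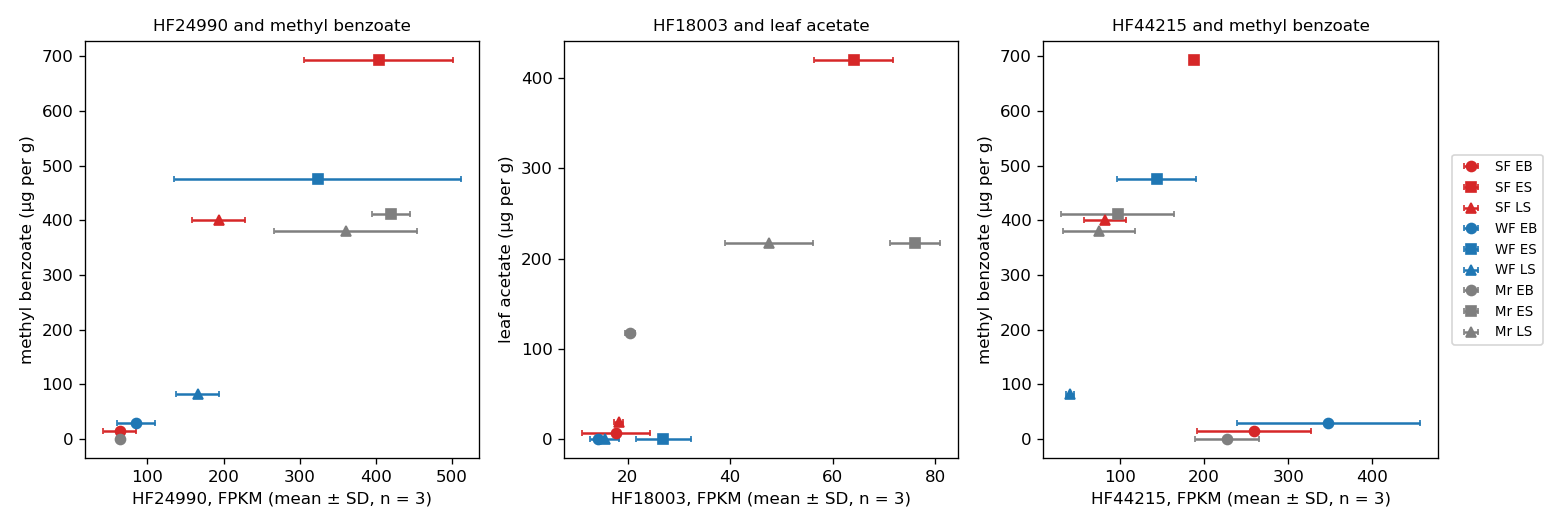
Mean FPKM of HF24990 and HF44215 against methyl benzoate and of HF18003 against leaf acetate (µg per g, the paper's contents) in the 9 groups, with bars for the SD of FPKM (n = 3). In each material HF24990 has its highest mean FPKM at ES, where the methyl benzoate content is highest, and HF44215 has its highest mean FPKM at EB.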

*HF16930* and *HF18003* (*LOX*), and *HF10162* (*AAT*) were closely associated with the synthesis of leaf acetate (v10). 

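HF16930, a lipoxygenase gene on chromosome 7 from 514668 to 519043, had an FPKM of 3.34 ± 1.30 in SF, 0.0403 ± 0.0256 in WF and 2.72 ± 0.567 in Mr at ES (SD, n = 3). Its log2 fold change was 2.02 against WF (SE 0.23, adjusted p = 0.00571 by limma) and 0.19 against Mr (SE 0.26, adjusted p = 0.597). In SF its mean FPKM was 13.4 at LS, where the leaf acetate content is the paper's 19.46 µg per g. Its relation to leaf acetate had r = 0.07 (exact permutation p = 0.845, adjusted p = 0.939), rho = 0.68 (exact permutation p = 0.0537), and r = 0.05 without the 2 farthest groups. HF18003, on chromosome 10 from 39338458 to 39353175, carries a lipoxygenase and an AAA domain and had an FPKM of 64.1 ± 7.67 in SF, 26.9 ± 5.36 in WF and 76.1 ± 4.93 in Mr at ES (SD, n = 3). It was higher in SF than in WF by a log2 fold change of 1.23 (SE 0.17, adjusted p = 0.0113 by limma) and was not a DEG against Mr (-0.25, SE 0.11, adjusted p = 0.133). Without SF_ES_1 (1.17) or SF_ES_2 (1.20) it was no longer a DEG against WF. Its r with leaf acetate was 0.85 (exact permutation p = 0.00556, adjusted p = 0.119), rho was 0.78 (exact permutation p = 0.0188), and r was 0.86 without the 2 farthest groups. HF10162, a transferase family gene on chromosome 6 from 2056683 to 2058995, had an FPKM of 0.374 ± 0.189 in SF, 0.497 ± 0.216 in WF and 0.232 ± 0.162 in Mr at ES (SD, n = 3) and was a DEG in neither comparison at ES. Its r with leaf acetate was negative, -0.66 (exact permutation p = 0.0476, adjusted p = 0.682), with rho = -0.66 (exact permutation p = 0.0632) and r = -0.69 without the 2 farthest groups. All adjusted values are over the 43 pairs of Table S8.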

Non-significant correlations were observed between the transcripts of more homologous genes and the corresponding volatiles, such as linalool (v01), which may be one reason that the syntheses of floral volatiles were regulated by multiple genes, or species variability in apple.

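For linalool, 0 of the 18 pairs of Table S8 passed the paper's limits on r and p, with exact permutation p of at most 0.05 in none of them. Their r ranged from -0.47 to 0.57 with a median of 0.04. The highest r was that of HF09131 (exact permutation p = 0.122, adjusted p = 0.748, rho = 0.22 with exact permutation p = 0.581), which was -0.33 without the 2 groups farthest from the median linalool content. The lowest was that of HF04465 (exact permutation p = 0.14, rho = -0.73 with exact permutation p = 0.0311, r = -0.79 without the 2 farthest groups). Of the other pathways, 1 of 3 pairs for methyl benzoate, 1 of 17 for leaf acetate and 0 of 5 for methyl anthranilate passed these limits. Pairs with methyl anthranilate could not pass, since their exact permutation p cannot go under 0.111. The paper's further limit on mutual rank was not applied. Linalool was detected in 8 of the 9 groups. For homologs whose correlation with a volatile was not significant, the paper names regulation by multiple genes or species variability in apple as a possible reason.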

### Connection analyses between floral volatiles and DEGs

Connection and heatmap analyses between the floral volatiles and quantified DEGs were performed. The volatile contents of linalool (v01), methyl benzoate (v06), leaf acetate (v10), and methyl anthranilate (v26) were reference cores (**Figures 5**, **6**). 

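Table S9 lists gene and volatile pairs with Pearson coefficients, of which the first 1999 of 2078 rows were used. The paper picked the pairs in its text by their correlation in these same data. An adjusted p over the 15 pairs, here and below, is therefore not independent evidence. Over the 9 group means, HF21345, HF22080 and a newly assembled gene were related to the linalool content, in a family of 15 pairs. HF21345 lies on chromosome 8 from 4469794 to 4470353. Its FPKM at ES was 50.6 ± 21.9 in SF, 10.5 ± 5.03 in WF and 0.774 ± 0.146 in Mr (SD, n = 3), with log2 fold changes of 2.14 against WF (SE 0.45, adjusted p = 0.0413 by limma) and 4.76 against Mr (SE 0.35, adjusted p = 0.000341). It was no longer a DEG against WF without SF_ES_1 (2.01), SF_ES_3 (1.87), WF_ES_2 (2.05) or WF_ES_3 (1.90), nor with the replicate block or by voom (2.21). Its r with linalool was 0.90 (exact permutation p = 0.00414, adjusted p = 0.0223), rho was 0.63 (exact permutation p = 0.076), and r without the 2 farthest groups was 0.31, so the relation rests on those groups. HF22080, with terpene synthase domains, lies on chromosome 8 from 14992226 to 14993330, next to HF22079, and reads may not separate neighbouring copies. It did not pass the expression filter, with an FPKM at ES of 0.400 ± 0.153 in SF (SD, n = 3) and 0 in every WF and Mr library. Its r with linalool was 0.90 (exact permutation p = 0.0159, adjusted p = 0.0397) and rho was 0.43 (exact permutation p = 0.254), but r was -0.66 without the 2 farthest groups. The newly assembled gene (chromosome 7, 7901036 to 7902012, a gag polypeptide domain) had an FPKM at ES of 2.73 ± 2.46 in SF (SD, n = 3) and was listed at 0 in every library of WF and Mr. It was not a DEG at ES (adjusted p = 0.152 against WF and 0.0622 against Mr by limma), but it was one in both comparisons without SF_ES_2 and in the fit of all 9 groups, and against Mr with a pseudocount of 0.1. Its r with linalool was 0.93 (exact permutation p = 0.00595, adjusted p = 0.0223) and rho was 0.77 (exact permutation p = 0.0238), with r = 0.37 without the 2 farthest groups, so this relation also rests on those groups. Of all 29660 genes, 1126 had an absolute r of at least 0.7 with linalool.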

As shown in **Figure 5** and **Table S9**, v18, and *HF21345*, *HF22080*, and *novel.1569* were positive correlated with the content of linalool (v01). 

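HF38968, a gene with a Myb-like domain on chromosome 17 from 1214405 to 1215526, had an FPKM of 26.8 ± 7.41 in SF, 22.1 ± 14.2 in WF and 16.8 ± 2.30 in Mr at ES (SD, n = 3), and it was not a DEG there (log2 fold change 0.44, SE 0.50, adjusted p = 0.700 against WF and 0.61, SE 0.20, adjusted p = 0.0601 against Mr by limma). Without SF_ES_2 (0.75), or scaled by total fragments (0.70), it was a DEG against Mr. Its r with the methyl benzoate content was 0.97 (exact permutation p = 2.48e-05, adjusted p = 0.000372 over 15 pairs), rho was 0.97 (exact permutation p = 0.000165), and r was 0.96 without the 2 farthest groups. The adjusted p leaves out the genes that the paper screened to pick this pair. A newly assembled gene lies on chromosome 2 from 30130017 to 30131178 and had an FPKM of 1046 ± 258 in SF, 811 ± 404 in WF and 789 ± 52.9 in Mr at ES (SD, n = 3), with no DEG call at ES. Its r was 0.85 (exact permutation p = 0.00501, adjusted p = 0.0223) and rho was 0.73 (exact permutation p = 0.0311), with r = 0.82 without the 2 farthest groups. In all, 969 genes had an absolute r of at least 0.7 with methyl benzoate.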

Volatiles and DEGs positively correlated with methyl benzoate (v06) were v03, v25, and *HF38968*, and *novel.432*. Volatiles and DEGs positively correlated with leaf acetate (v10) were v22 and v29, and *HF25022*. 

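HF25022, with an Mlo family domain, lies on chromosome 7 from 24885962 to 24890169. Its FPKM at ES was 94.9 ± 34.2 in SF, 25.2 ± 13.5 in WF and 109.6 ± 34.4 in Mr (SD, n = 3). The log2 fold change was 1.92 against WF (SE 0.42, adjusted p = 0.0485 by limma) and -0.22 against Mr (SE 0.34, adjusted p = 0.645). It was no longer a DEG against WF without SF_ES_1 (2.22), SF_ES_2 (1.87), SF_ES_3 (1.68), WF_ES_2 (1.69) or WF_ES_3 (1.76), with the replicate block, with a pseudocount of 0.1 (1.97) or without an intensity trend (1.92). Over the 9 groups, r with leaf acetate was 0.81 (exact permutation p = 0.00939, adjusted p = 0.0282 over 15 pairs), rho was 0.86 (exact permutation p = 0.00522), and r was 0.81 without the 2 farthest groups. Without replicate 3 of every group r was 0.68, and over the 6 groups in which leaf acetate was detected it was 0.70 (exact permutation p = 0.119). In all, 679 genes had an absolute r of at least 0.7 with leaf acetate.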

V30, v13, v12, v27, v18, *HF32028*, *HF25735*, *novel.420*, *novel.1115*, *HF22079*, *HF41706*, *HF22080*, *HF08054*, and *HF23619* were correlated with methyl anthranilate (v26). These DEGs were correlated with cupredoxin (*HF21345*), terpene synthase (*HF22080*), myb domain protein (*HF38968*), peroxidase (*HF25735* and *HF23619*), Terpenoid cyclases/Protein prenyltransferases (*HF22079*), Nucleic acid-binding (*HF41706*), cytochrome P450 (*HF08054*), and some unknown functions (**Table S9**).

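Methyl anthranilate was detected only in SF at ES, so a relation to it compares that group with the other 8, and its exact permutation p cannot go under 0.111. The 9 genes had r from 0.86 (HF41706) to 1.0 (HF22079), each with an exact permutation p of 0.111 and an adjusted p of 0.111 over the 15 pairs, and rho from 0.55 to 0.65 (exact permutation p 0.111 to 0.222). No r without the farthest groups could be computed, since every remaining content is 0. HF23619, a peroxidase gene on chromosome 1 from 29581236 to 29583091, had an FPKM at ES of 3.02 ± 0.361 in SF, 0.996 ± 0.204 in WF and 1.22 ± 0.0724 in Mr (SD, n = 3), with log2 fold changes of 1.01 against WF (SE 0.14, adjusted p = 0.0102 by limma) and 0.86 against Mr (SE 0.12, adjusted p = 0.0033). It was not a DEG against WF with the replicate block, nor against Mr with an absolute log2 fold change of at least 1. HF32028 (NPR1 interacting domain) was higher by 1.73 against WF (SE 0.23, adjusted p = 0.00909 by limma), though not a DEG without SF_ES_1 (1.66), and by 2.30 against Mr (SE 0.46, adjusted p = 0.0117). HF08054 (cytochrome P450 domain) was higher by 1.38 against WF (SE 0.12, adjusted p = 0.0018 by limma) and 1.47 against Mr (SE 0.12, adjusted p = 0.000429). The newly assembled genes on chromosome 2 from 23494446 to 23502946 and on chromosome 5 from 32109492 to 32113565 had an FPKM at ES of 2.95 ± 0.543 and 2.08 ± 0.233 in SF (SD, n = 3) and were listed at 0 in every WF and Mr library at ES. Both were DEGs in both comparisons. HF25735, HF22079, HF41706 and HF22080 did not pass the expression filter. Tested without it, they were DEGs against WF (adjusted p = 0.0464, 0.0461, 0.0434 and 0.0296 by limma) and against Mr (adjusted p = 0.00489, 0.0259, 0.0436 and 0.00967). HF22079 and HF22080 are neighbours on chromosome 8, 14990196 to 14992177 and 14992226 to 14993330, and may share reads. In all, 550 genes had an absolute r of at least 0.7 with methyl anthranilate.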

**Figure 5:**
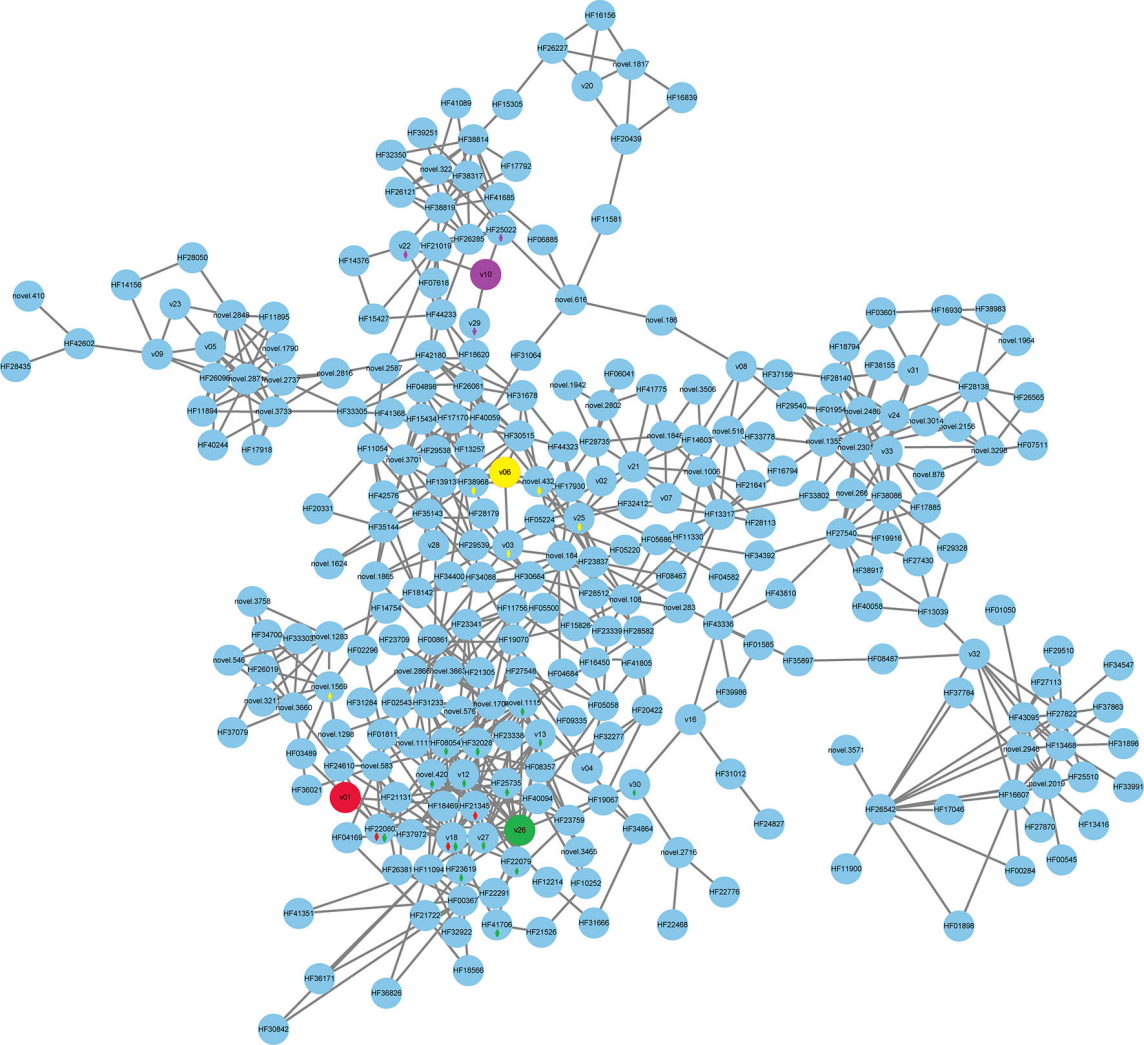
Correlation network for volatiles and DEGs. A correlation subnetwork was constructed using the data for DEGs shared by pairs of samples in the Venn diagrams and the content of the floral volatiles. The 4 fragrant volatiles, comprising linalool (leaf acetate, v01, color red), methyl benzoate (v06, color yellow), leaf acetate (v10, color purple), and methyl anthranilate (v26, color green), were used as guide data and are labeled with different colors. A correlation between v01, v06, v10, v26 and DEGs or other volatiles was labeled by a diamond with the corresponding color.

**Figure 6:**
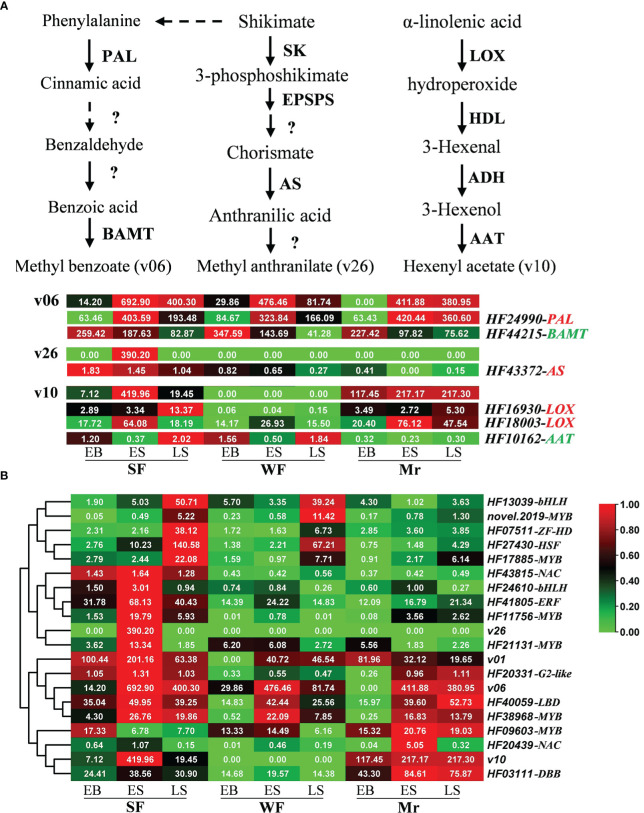
Expression patterns of genes associated with floral volatiles. **(A)** Expression patterns of homologous genes corresponding to the synthetic pathway of methyl benzoate (v06), hexenyl acetate (leaf acetate, v10), and methyl anthranilate (v26) were analyzed at the different developmental stages of strongly fragrant (SF), standard (Mr), and weakly fragrant (WF) flowers. Continuous arrows depict a one-step enzymatic reaction. **(B)** Identification of transcription factors potentially associated with floral volatiles based on the correlation network. In the heatmap, red and green colors represent the maximum and minimum values, respectively, and each line is independent. The first list on the right is the volatile ID and gene ID, and the second list is the gene name. The red and green backgrounds behind the gene name indicate a positive and negative correlation, respectively. Data represent the means (n= 3).

In further analysis, 80 DEGs among the comparisons of SF with WF or Mr were identified as transcription factors and were mainly associated with the MYB (13), NAC (9), ERF (9), bHLH (9), and G2-like families (5; **Table S10**). 

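Of the 80 transcription factors of Table S10, 78 passed the expression filter, and 77 were DEGs by limma in at least 1 of the 6 comparisons of SF with WF or Mr over all genes, and 78 when adjusted over the list alone. The paper chose the list as DEGs on these samples, so this is not independent evidence. With 1 library left out the count stayed between 74 and 78. Against WF, 29 were DEGs at EB (11 higher in SF and 18 lower), 34 at ES (19 and 15) and 9 at LS (5 and 4). Against Mr, 53 were DEGs at EB (25 and 28), 59 at ES (27 and 32) and 45 at LS (23 and 22).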

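Fig. 6B shows 16 transcription factors by their identifiers, and 15 of them were DEGs by limma in at least 1 of the 6 comparisons of SF with WF or Mr. Against WF, 3 were DEGs at EB (2 higher in SF and 1 lower), 5 at ES (5 higher), and 1 at LS (higher). Against Mr, 7 were DEGs at EB (5 higher and 2 lower), 10 at ES (7 and 3) and 9 at LS (7 and 2). The calls of 3 of the 5 at ES against WF were lost when any 1 of several libraries was left out. Such a fit has less power, so this does not show that a call rests on a single library. HF21131 (log2 fold change 1.04) was no longer a DEG without SF_ES_1 (1.00), SF_ES_2 (1.05), SF_ES_3 (1.08) or WF_ES_2 (1.14), nor in the fit of all 9 groups. HF24610 (1.09) was not one with the replicate block or without SF_ES_1 (1.19), SF_ES_2 (1.21), WF_ES_1 (1.18), WF_ES_2 (1.02) or WF_ES_3 (1.08). HF27430 (1.74) was not one without SF_ES_1 (1.65), SF_ES_2 (1.45), WF_ES_1 (1.77), WF_ES_2 (1.91) or WF_ES_3 (1.54), without the filter, scaled by total fragments (1.73) or by voom (2.16). HF41805 was a DEG against WF only without WF_ES_2 (1.90) and in other fits, among them voom (1.58). Against Mr at ES, HF24610 was not a DEG with the replicate block or without Mr_ES_1 (1.00), Mr_ES_3 (0.82), SF_ES_1 (1.10) or SF_ES_3 (0.79), HF13039 not with the replicate block or without Mr_ES_2 (1.40) or SF_ES_1 (1.45), and HF20439 not without Mr_ES_1 (-1.62), Mr_ES_2 (-1.81), Mr_ES_3 (-1.72) or SF_ES_1 (-1.71), nor with a pseudocount of 0.1 (-3.07).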

A total of 16 transcription factors were possibly associated with metabolism of linalool (v01), methyl benzoate (v06), leaf acetate (v10), and methyl anthranilate (v26), which were mainly associated with ZF-HD (1), bHLH (2), NAC (2), HSF (1), LBD (1), ERF (1), DBB (1), G2-like (1), and MYB (6; **Figure 6B** and **Table S10**). 

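Relations of 7 transcription factors with 1 volatile each were computed over the 9 group means as one family. The paper picked them through its correlation network on the same data, so an adjusted p over this family is not independent evidence. HF40059 (DUF260 domain) was related to methyl benzoate with r = 0.83 (exact permutation p = 0.00603, adjusted p = 0.0211), rho = 0.75 (exact permutation p = 0.0255) and r = 0.87 without the 2 farthest groups. HF38968, also related to methyl benzoate, had an adjusted p of 0.000174 in this family. HF20331 (Myb-like domain) had r = 0.50 with linalool (exact permutation p = 0.158, adjusted p = 0.158), rho = 0.32 (exact permutation p = 0.41) and r = -0.14 without the 2 farthest groups. HF03111 (B-box zinc finger) had r = 0.61 with leaf acetate (exact permutation p = 0.0764, adjusted p = 0.13), rho = 0.86 (exact permutation p = 0.00522) and r = 0.97 without the 2 farthest groups. With methyl anthranilate, HF21131, HF11756 (both Myb-like) and HF41805 (AP2 domain) had r of 0.87, 0.95 and 0.86 and rho of 0.55 each (exact permutation p = 0.222). Their exact permutation p of 0.111 (adjusted p = 0.13) is the smallest possible, because methyl anthranilate was found in a single group. HF11756 lies on chromosome 5 from 40935016 to 40937744 and had an FPKM of 19.8 ± 11.0 in SF, 0.782 ± 0.718 in WF and 3.56 ± 1.40 in Mr at ES (SD, n = 3). Its log2 fold change was 3.50 against WF (SE 0.44, adjusted p = 0.00761 by limma) and 2.11 against Mr (SE 0.40, adjusted p = 0.00941).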

The heatmap showed that *HF20331*, *HF40059* and *HF38968*, *HF03111*, and *HF21131*, *HF11756* and *HF41805* were closely associated with linalool, methyl benzoate, leaf acetate, and methyl anthranilate, respectively (**Figure 6B**).

## Discussion

At present, the most commonly used methods to collect volatile compounds from plant flowers are as follows: dynamic headspace collection–adsorption, adsorption–solvent desorption, and SPME. By combining collection, extraction, concentration, and sample input, SPME is convenient and fast, which increases the accuracy and sensitivity of the analysis (Matich et al., 1996; Bertoli et al., 2003; Saison et al., 2009a). After the plant volatile substances are collected, they must be separated and analyzed. The current commonly used methods for this are as follows: GC-MS, GC-olfactometry, and electronic nose (Ong and Acree, 1998; Raguso and Pellmyr, 1998; Minh Tu et al., 2002). Analysis by GC-MS to detect volatiles is a relatively mature procedure and is widely used in the analysis of floral volatile components (Bertoli et al., 2003; Risticevic et al., 2010; Zhou et al., 2022). Chemical components were identified by searching a standard atlas database, and the compounds were quantified by ion flow peak area normalization with appropriate standards. This method has high separation efficiency, a wide detection range, and high sensitivity, and thus plays an irreplaceable role in the trace analysis.

### Flower volatile compounds and fragrant characteristics in the apple flowers

The characteristics of floral fragrances are determined by the volatile species and content, and can vary at different flowering stages (Negre et al., 2003; Dotterl et al., 2006). Using the methods of HS-SPME and GC-MS, 56 aroma volatiles were identified at four stages of flowering in the three crabapple materials. Phenylpropane/benzene ring-types compounds were the predominant fragrant volatiles. Using a similar method, 31 volatile substances (predominantly alcohols) were detected in flowers of red ‘Fuji’ apple, of which the most abundant volatiles were benzyl alcohol, *cis*-3-hexene-1-alcohol, linalool, and orange-nitrile (Ma et al., 2018). Solvent extraction and GC-MS were used to identify the alcohol-based substances from flowers of ‘Redgold’ apple, such as *cis*-3-hexene-1-alcohol, benzyl alcohol, 2-phenylethanol, cinnamyl alcohol, and octanol (Omata et al., 1990). Thirty fragrant volatiles were detected in the blooming flowers of ‘Pelingo’ apple, of which the most abundant volatiles were terpenoids and linalool (Fraternale et al., 2014).

The proportion and types of floral volatiles in Mr were different from those reported in previous studies of apple (Omata et al., 1990; Fraternale et al., 2014; Ma et al., 2018); in particular, the content and types of esters were comparatively rich. Notably, the odor thresholds in water of some esters are less than 12.10 ng·g^−1^, such as methyl benzoate (0.52 ng·g^−1^), leaf acetate (12.10 ng·g^−1^), and methyl anthranilate (3.00 ng·g^−1^) (Pino and Quijano, 2012; Zhu et al., 2018). In contrast to the flowers of certain apple cultivars, alcohols were the main fragrant volatiles, but the odor thresholds of some alcohols were higher than 1000 ng·g^−1^, such as benzyl alcohol (10000), (E)-3-hexen-1-ol (1550) and hexyl alcohol (2500) (Zhu et al., 2018; Kang et al., 2019). Therefore, these differences may be an important reason for the strong fragrance of SF flowers.

The application of research results on the volatile substances of plants for insect pollination may reduce manpower and improve the pollination efficiency. Previous studies have shown that floral fragrance provides important signals for attraction of long- and short-distance visits, and floral-scent gradients formed by different plants or different floral organs of the same plant can help to direct pollinators (Fraternale et al., 2014). Approximately 80% of the pollinators of apple are bees, of which 98% are sensitive to various volatile compounds, including (*Z*)-3-hexenyl ester, limonene, and benzaldehyde. Daniele believes that linalool is a typical floral substance that attracts pollinators, and that aromatic esters, such as benzyl acetate, are important components of floral fragrance to attract bees for pollination of orchids (Fraternale et al., 2014). Among the volatile substances identified from flowers of crabapple, the presence of benzaldehyde, benzyl acetate, linalool, and other substances was confirmed, especially in the main period of fragrance emission, and aromatic esters accounted for the highest proportion of aromatic substances. This finding is consistent with the timing of pollination activities of bees in the early stage of flower opening and is beneficial to improve the pollination efficiency of apple.

### Volatile contents and gene expression patterns in the SF flowers

In SF flowers, methyl benzoate, linalool, leaf acetate, and methyl anthranilate were the key and predominant fragrant volatiles. These substances produce a rich and distinctive fragrance and provide a strong sensory experience. This not only benefits from the combination of volatile content and odor threshold, but also includes the synergistic effects among fragrant volatiles (Miyazawa et al., 2008; Zhu et al., 2017). Similarly, the contents of some floral volatiles might be associated with biosynthesis and metabolism pathways. Functional and regulatory genes play a crucial role in volatile synthesis and metabolism. Recent application of omics studies, such as metabolome, transcriptome, and methylome analyses, have improved the understanding of the production of fragrant volatiles (Han et al., 2022; Zhou et al., 2022). From function annotation of the DEGs, terpene synthase, oxidoreductase activity, *O*-methyltransferase activity, and phenylpropanoid biosynthesis were significantly enriched in the comparison of SF with WF or Mr. These results provide insights to clarify the strong fragrance production in SF, but additional studies of the gene functions associated with the key and predominant fragrant volatiles are required.

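Under terpene synthase activity, Table S7 lists 8 genes as DEGs of SF against WF at ES, and HF22080, HF37663 and HF37664 among them did not pass the expression filter. HF12196, on chromosome 5 from 45862080 to 45864442, had an FPKM of 26.8 ± 7.60 in SF and 5.06 ± 0.513 in WF at ES (SD, n = 3), a log2 fold change of 2.16 (SE 0.23, adjusted p = 0.00408 by limma). HF03677 was higher in SF by 2.38 (SE 0.30, adjusted p = 0.00822 by limma) and a newly assembled gene on chromosome 8 from 15014233 to 15015098 by 0.87 (SE 0.14, adjusted p = 0.0201). This newly assembled gene was not a DEG without SF_ES_1 (0.94), SF_ES_2 (0.79), SF_ES_3 (0.87), WF_ES_2 (0.88) or WF_ES_3 (0.76), nor with the replicate block or an absolute log2 fold change of at least 1. HF41479 was lower, at -1.38 (SE 0.11, adjusted p = 0.00171 by limma), and HF17847 was not a DEG (0.83, SE 0.22, adjusted p = 0.0807), though it was one with a pseudocount of 0.1 (2.48), in the fit of all 9 groups and by voom (3.37). Under O-methyltransferase activity, 6 of 9 listed genes were DEGs over all genes and 9 when adjusted over the list alone, which the study chose on these samples. HF15239, on chromosome 1 from 16098111 to 16106274, had an FPKM of 47.0 ± 2.46 in SF, 12.2 ± 1.45 in WF and 15.4 ± 0.589 in Mr at ES (SD, n = 3), with log2 fold changes of 1.86 (SE 0.11, adjusted p = 0.00054 by limma) and 1.55 (SE 0.08, adjusted p = 0.000119). HF42791 (2.65), HF23992 (1.5) and HF41212 (1.19) were also higher than in WF, and HF35285 (-1.58) and HF26074 (-1.09) were lower. HF42791 was not a DEG without SF_ES_1 (2.78), SF_ES_2 (2.80), SF_ES_3 (2.36) or WF_ES_1 (2.73), HF23992 not without SF_ES_1 (1.53), SF_ES_2 (1.39), SF_ES_3 (1.59) or WF_ES_3 (1.61), and HF41212 not without SF_ES_1 (1.06), SF_ES_2 (1.21) or WF_ES_3 (1.06). With the replicate block HF42791, HF23992 and HF35285 were not DEGs, and HF35285 was not one in the fit of all 9 groups, scaled by total fragments, or without SF_ES_1 (-1.61), SF_ES_2 (-1.60), SF_ES_3 (-1.52), WF_ES_1 (-1.45) or WF_ES_2 (-1.31), nor HF26074 without SF_ES_1 (-1.04), SF_ES_3 (-1.06) or WF_ES_3 (-1.12). Without SF_ES_1 the count of 6 was 1, without SF_ES_2 2, without SF_ES_3 2 and without WF_ES_3 3. HF23341 was not a DEG against WF (2.08, adjusted p = 0.1 by limma), though it was one without WF_ES_1 (2.66).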

Most floral volatiles in plants belong to three main types comprising terpene compounds, fatty acid derivatives, and phenylpropane/benzene ring-type compounds (Pichersky and Dudareva, 2007; Rodriguez-Concepcion and Boronat, 2002; Muhlemann et al., 2014; Li et al., 2018). Terpenes are ubiquitous in plant vegetative and flower organs, and are the largest class of naturally occurring substances in flowering plants. Terpenes are synthesized by two pathways: the mevalonate pathway and the methylerythritol phosphate pathway (Nagegowda, 2010; Pulido et al., 2012; Abbas et al., 2017). As one common monoterpenoid in floral volatiles, methylerythritol phosphate is the main pathway for linalool synthesis, in which 1-deoxy-D-xylulose-5-phosphate synthase and 1-deoxyxylulose-5-phosphate reductoisomerase are the rate-limiting enzymes and thus play important roles in the regulation of linalool synthesis. Terpene synthase genes (TPS) play roles in linalool synthesis, such as in *Arabidopsis thaliana* and *Osmanthus fragrans* (Han et al., 2022). Fatty acid derivatives, including saturated and unsaturated short-chain alcohols, aldehydes, and esters, are the second largest class of floral fragrant volatiles. Lipoxygenase (LOX), hydroperoxide lyase (HDL), alcohol dehydrogenase (ADH), and alcohol acyltransferase (AAT) are crucial enzymes in the metabolic pathway of fatty acid derivatives, and are involved in volatiles formation in many fruit (Schwab et al., 2008; Dudareva et al., 2013; Muhlemann et al., 2014; Wang et al., 2022). However, the expression patterns of homologous genes associated with linalool synthesis were inconsistent with the linalool content in SF, WF, and Mr. 

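Of the linalool homologs, 17 of 18 were tested, and 2 were DEGs of SF against WF at ES by limma, HF12196 and HF41298. HF41298 had an FPKM of 49.3 ± 1.59 in SF, 29.3 ± 0.101 in WF and 19.5 ± 1.36 in Mr at ES (SD, n = 3), with a log2 fold change of 0.73 against WF (SE 0.07, adjusted p = 0.00329 by limma). Of the 8 that were DEGs against Mr, 4 were higher in SF and 4 were lower. In SF the mean FPKM of HF12196 fell from 47.4 at EB to 26.8 at ES and 20.0 at LS, while the paper's linalool contents of SF are 100.44, 201.16 and 63.37 µg per g at these stages. In Mr its mean FPKM was 16.2, 4.69 and 6.39 at EB, ES and LS, beside the paper's contents of 81.96, 32.12 and 19.64 µg per g.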

The shikimic acid pathway is the initial origin of phenylpropanes, starting from phenylalanine, and the first committed enzyme is phenylalanine ammonia-lyase. In this pathway, phenylalanine aminotransferase, shikimate kinase, and AS are responsible for methyl anthranilate synthesis (Pichersky and Gershenzon, 2002; Muhlemann et al., 2014; Vogt, 2010). At present, certain genes involved in the aforementioned synthetic pathways can be isolated and identified, but their expression patterns and regulatory mechanisms require further study.

## Data availability statement

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE216719 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216719).

## Author contributions

GL, JL, HZ and JS participated in the experimental design and data analysis. GL, JL, YL, SZ, PW, and JL performed material sampling, field measurements and the laboratory data measurement. GL, JL, HZ, MT and JS participated in the paper writing and manuscript amending. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Volatile metabolome and floral transcriptome analyses reveal the volatile components of strongly fragrant progeny of Malus × robusta
**Source:** Front Plant Sci. 2023 Jan 20;14:1065219. doi: 10.3389/fpls.2023.1065219
**Supplement:** Supplementary file 1

**Figure S1 Flower phenotypes in different floral organs at ES.**

The a, b, c, and d represent petals, pistil, stamens, and calyx and bracts. Scale bars =8.0 mm.

**
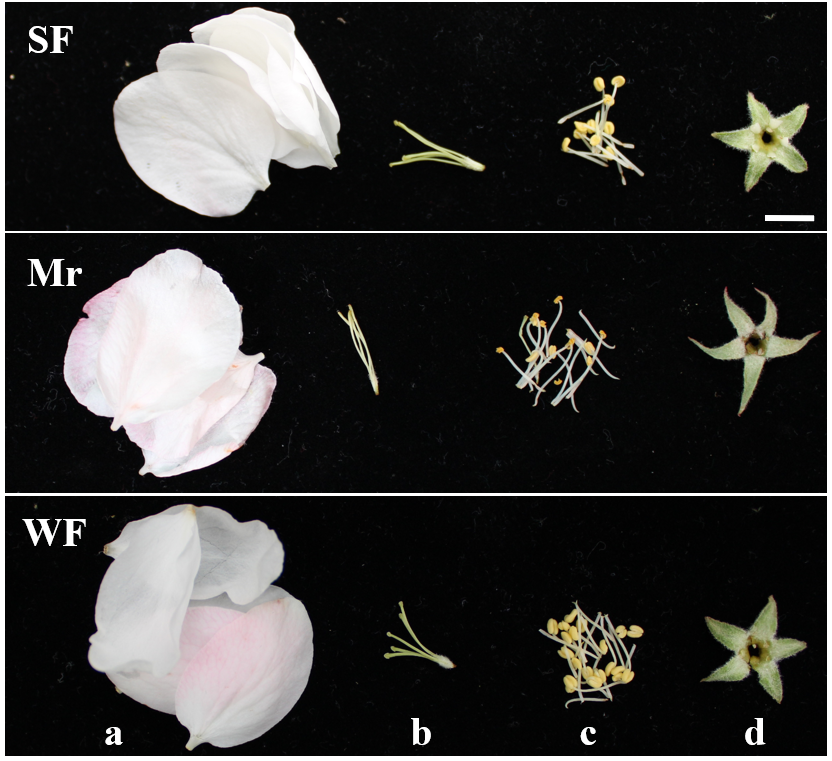
**

**Table S1 Volatile compounds of the three crabapple flowers**

**Table S2 Volatiles of SF flowers in four flowering stages (µg·g^-1^)**

| **Volatile Type** | **Volatile Name** | **Volatile Code** | **EB** | **LB** | **ES** | **LS** |
| --- | --- | --- | --- | --- | --- | --- |
| Fatty acid derivatives | Methyl octanoate | v02 | 42.94 | 90.14 | 128.88 | 126.19 |
|  | Methyl laurate | v03 | 26.97 | 26.73 | 65.82 | 39.66 |
|  | Methyl hexadecanoate | v04 | 26.00 | 62.57 | 80.87 | 36.27 |
|  | (E)-3-Hexen-1-ol | v07 | 12.59 | 112.48 | 394.70 | 394.03 |
|  | Methyl tetradecanoate | v09 | 7.28 | 8.07 | - | - |
|  | Leaf acetate | v10 | 7.12 | 58.62 | 419.96 | 19.46 |
|  | Methyl 2-methylbutyrate | v16 | 2.73 | 14.02 | 48.48 | 36.32 |
|  | Linalyl butyrate | v34 | - | 105.19 | - | - |
|  | cis-3-Hexenyl formate | v29 | - | 32.52 | - | - |
|  | Methyl acetate | v21 | - | 28.23 | 39.19 | 42.30 |
|  | Methyl hexanoate | v22 | - | 27.48 | 56.35 | 22.62 |
|  | 2-Ethylhexanol | v23 | - | 6.09 | - | 17.67 |
|  | Isoamylol | v24 | - | 4.15 | - | 28.64 |
|  | Hexyl alcohol | v27 | - | - | 379.57 | - |
| Terpene compounds | Linalool | v01 | 100.44 | 280.30 | 201.16 | 63.37 |
|  | Linalyl acetate | v05 | 20.21 | - | - | - |
|  | 3-Carene | v15 | 3.18 | 9.86 | - | - |
|  | 1,3-trans,5-cis-Octatriene | v56 | - | 12.31 | - | - |
|  | Methyl tiglate | v32 | - | - | - | 15.48 |
| Phenylpropane or benzene ring compounds | Methyl benzoate | v06 | 14.20 | 426.37 | 692.90 | 400.30 |
|  | Naphthalene | v12 | 7.05 | 8.45 | 128.96 | 15.58 |
|  | 1,3-Dimethylbenzene | v13 | 3.87 | 12.99 | 384.79 | 10.12 |
|  | 2-Methylnaphthalene | v19 | 2.42 | - | - | - |
|  | Benzyl alcohol | v25 | - | - | 668.47 | 458.12 |
|  | Methyl anthranilate | v26 | - | - | 390.20 | - |
|  | Benzaldehyde | v28 | - | - | 193.48 | - |
|  | 4-Methoxy phenyl oxime | v31 | - | - | - | 327.78 |
| Others | Decane | v08 | 8.03 | 197.10 | 233.12 | 337.59 |
|  | Heneicosane | v11 | 7.11 | - | - | - |
|  | Tetradecane | v14 | 3.18 | - | - | - |
|  | Nonadecane | v17 | 2.65 | - | - | - |
|  | 4-Methyl-Decanes | v18 | 2.64 | - | 10.45 | - |
|  | Propylcyclopropane | v29 | - | - | 31.53 | - |
|  | 2-Methyldecane | v30 | - | - | 14.27 | - |
|  | 3-Methyldecane | v33 | - | - | - | 14.27 |

Note: Data represent the means. ‘-’ represents that the substance was not detected.

**Table S3 Volatiles of WF flowers in four flowering stages (µg·g^-1^)**

| **Volatile Type** | **Volatile Name** | **Volatile Code** | **EB** | **LB** | **ES** | **LS** |
| --- | --- | --- | --- | --- | --- | --- |
| Fatty acid derivatives | Methyl octanoate | v02 | 32.77 | 122.67 | 60.30 | 48.47 |
|  | Methyl laurate | v03 | 17.26 | 20.04 | 53.25 | 10.14 |
|  | Methyl hexadecanoate | v04 | 8.78 | 96.56 | 17.78 | - |
|  | (E)-3-Hexen-1-ol | v07 | 6.34 | - | 54.97 | - |
|  | Methyl tetradecanoate | v09 | 8.98 | - | 39.19 | - |
|  | Leaf acetate | v10 | - | 40.31 | - | - |
|  | Methyl 2-methylbutyrate | v16 | - | 1.59 | - | 47.44 |
|  | Methyl acetate | v21 | - | 12.30 | - | 1.30 |
|  | Methyl hexanoate | v22 | - | - | 11.99 | 24.75 |
|  | 2-Ethylhexanol | v23 | - | - | 49.69 | 21.47 |
|  | Linalyl butyrate | v34 | 68.30 | 382.56 | - | - |
|  | Methyl heptenone | v35 | 3.63 | 15.80 | - | 13.77 |
|  | Decyl aldehyde | v36 | 2.48 | - | - | - |
| Terpene compounds | Linalool | v01 | - | - | 40.72 | 46.54 |
|  | Linalyl acetate | v05 | - | - | 68.92 | - |
|  | Methyl tiglate | v32 | - | - | - | 28.72 |
|  | Linalyl formate | v37 | - | 500.38 | - | - |
| Phenylpropane or benzene ring compounds | Methyl benzoate | v06 | 29.86 | 228.53 | 476.46 | 81.73 |
|  | Naphthalene | v12 | 10.51 | 27.63 | 6.19 | 5.51 |
|  | 1,3-Dimethylbenzene | v13 | - | 41.68 | 61.93 | 34.15 |
|  | 2-Methylnaphthalene | v19 | 3.59 | - | - | - |
|  | Benzyl alcohol | v25 | - | - | 243.03 | 54.35 |
|  | Benzaldehyde | v28 | - | - | 218.99 | - |
|  | 1-Phenylpropane-1,2-diol | v40 | - | - | 92.60 | - |
|  | Indole | v41 | - | - | 44.47 | - |
| Others | Decane | v08 | 42.38 | 83.87 | 83.93 | 22.67 |
|  | 2-Methyldecane | v30 | - | - | - | 10.31 |
|  | 3-Aminophenylacetylene | v38 | - | 41.63 | - | - |
|  | Semicarbazide | v39 | - | 18.58 | - | - |
|  | Tetracosane | v42 | - | - | 43.76 | - |
|  | 2-N-pentofuran | v43 | - | - | - | 1.38 |

Note: Data represent the means. ‘-’ represents that the substance was not detected.

**Table S4 Volatiles of Mr flowers in four flowering stages (µg·g^-1^)**

| **Volatile Type** | **Volatile Name** | **Volatile Code** | **EB** | **LB** | **ES** | **LS** |
| --- | --- | --- | --- | --- | --- | --- |
| Fatty acid derivatives | Methyl octanoate | v02 | 38.82 | 27.90 | - | 41.19 |
|  | Methyl laurate | v03 | 16.76 | 34.45 | 21.27 | 20.64 |
|  | (E)-3-Hexen-1-ol | v07 | 121.59 | 112.31 | 154.38 | - |
|  | Leaf acetate | v10 | 117.45 | 127.40 | 217.17 | 217.30 |
|  | Methyl 2-methylbutyrate | v16 | 12.11 | 28.84 | 17.42 | 23.58 |
|  | cis-3-Hexenyl formate | v29 | - | - | 89.10 | 29.55 |
|  | Methyl acetate | v21 | - | 17.20 | - | - |
|  | Methyl hexanoate | v22 | 8.77 | 44.99 | 55.13 | 60.24 |
|  | Methyl heptenone | v35 | 5.66 | 29.14 | 29.03 | 38.68 |
|  | Cyclohexanol | v44 | 95.28 | 109.51 | 64.95 | - |
|  | Methyl 2-Ethylhexanoate | v47 | - | 35.15 | 91.57 | 111.69 |
|  | Methyl 2-methyl-2-butenoate | v48 | - | - | 52.57 | - |
|  | Hexyl acetate | v49 | - | - | 31.31 | 30.51 |
|  | 2-Methylgeng acid | v52 | - | - | 8.09 | - |
|  | Methyl butyrate | v54 | - | - | 3.91 | - |
|  | 1,8-Octandiol | v55 | - | - | - | 14.75 |
| Terpene compounds | Linalool | v01 | 81.96 | 59.68 | 32.12 | 19.64 |
|  | Linalyl acetate | v05 | - | 48.07 | - | - |
| Phenylpropane or benzene ring compounds | Methyl benzoate | v06 | - | - | 411.88 | 380.95 |
|  | Naphthalene | v12 | 4.42 | - | 9.74 | 14.34 |
|  | 1,3-Dimethylbenzene | v13 | 4.45 | 29.33 | 18.54 | 21.45 |
|  | Benzyl alcohol | v25 | - | - | - | 160.22 |
|  | Benzaldehyde | v28 | - | - | 8.51 | - |
|  | 4-Methoxy phenyl oxime | v31 | 112.18 | 80.63 | 78.56 | 92.63 |
|  | 1,4-Dimethylbenzene | v46 | - | 14.00 | - | 11.47 |
|  | Benzyl acetate | v50 | - | - | 31.14 | - |
| Others | Decane | v08 | 92.21 | 111.04 | 73.48 | 183.23 |
|  | Propylcyclopropane | v29 | 17.11 | 30.03 | - | 38.52 |
|  | 2-Methyldecane | v30 | 5.39 | 31.07 | - | - |
|  | 5-Methyldecane | v45 | 4.89 | - | - | - |
|  | Acethydrazide | v51 | - | - | 11.41 | 27.19 |
|  | 2-Methylcyclopentalol | v53 | - | - | 5.24 | - |

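The volatile contents used for the relations with gene expression come from the tables of SF, WF and Mr. Each sample was a pair of complete flowers, weighed and sealed in a headspace bottle, and the volatiles were extracted by HS-SPME and identified by GC-MS. Peak areas were set against that of ethyl decanoate added to the sample as internal standard, which gives contents in µg per g of flower. The contents are means of 3 biological replicates, taken from tables that list no errors. The paper gives standard errors of the contents at ES and none for EB and LS, so the error of a content did not enter a correlation with FPKM. A dash means that a volatile was not detected, which was taken as a content of 0. Linalool and methyl benzoate were each not detected in 1 of the 9 groups of SF, WF and Mr at EB, ES and LS, leaf acetate in 3, and methyl anthranilate in 8.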

Note: Data represent the means. ‘-’ represents that the substance was not detected.

**Table S5 Threshold values of volatile components in flowers**

| **Volatile component** | **Threshold value (ng·g^-1^)** |
| --- | --- |
| Methyl benzoate | 0.52 |
| Methyl hexanoate | 70-84 |
| (E)-3-Hexen-1-ol | 1550 |
| 1,3-Dimethylbenzene | 5500 |
| Linalool | 6 |
| Benzaldehyde | 350-3500 |
| Methyl octanoate | 200 |
| Leaf acetate | 12.1 |
| Methyl hexadecanoate | 4×10^6^ |
| Benzyl alcohol | 10000 |
| Methyl anthranilate | 3 |
| Hexyl alcohol | 2500 |
| Methyl acetate | 5.5×10^5^ |
| Linalyl acetate | 100-1000 |
| 2-Ethylhexanol | 2.7×10^5^ |
| Indole | 140 |
| Cyclohexanol | 10^6^-2×10^6^ |
| Hexyl acetate | 2 |
| Benzyl acetate | 2 |
| Methyl heptenone | 50 |
| Methyl butyrate | 60-76 |

Note: Unlisted volatiles indicated that have not been queried.

**Table S6 Statistics of RNA-seq data**

| **Sample ID** | **Raw reads** | **Clean reads** | **Clean bases (bp)** | **Error rate (%)** | **Q20 (%)** | **Q30 (%)** | **GC content**  **(%)** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| SF_EB_1 | 48859932 | 48276324 | 7.24G | 0.03 | 97.94 | 94.08 | 46.46 |
| SF_EB_2 | 44491616 | 43960034 | 6.59G | 0.03 | 97.84 | 93.85 | 46.48 |
| SF_EB_3 | 42747302 | 42285694 | 6.34G | 0.03 | 97.93 | 94.04 | 46.50 |
| SF_ES_1 | 59419918 | 58720682 | 8.81G | 0.03 | 97.96 | 94.12 | 46.48 |
| SF_ES_2 | 48929334 | 48364236 | 7.25G | 0.02 | 98.04 | 94.27 | 46.49 |
| SF_ES_3 | 46890406 | 46351616 | 6.95G | 0.02 | 98.04 | 94.32 | 46.63 |
| SF_LS_1 | 50406666 | 49796586 | 7.47G | 0.03 | 97.93 | 94.05 | 46.70 |
| SF_LS_2 | 43357440 | 42856546 | 6.43G | 0.02 | 98.03 | 94.29 | 46.79 |
| SF_LS_3 | 45769526 | 45265732 | 6.79G | 0.02 | 98.04 | 94.34 | 46.84 |
| WF_EB_1 | 55521412 | 54742420 | 8.21G | 0.02 | 98.05 | 94.41 | 46.72 |
| WF_EB_2 | 76589500 | 75735776 | 11.36G | 0.03 | 98.01 | 94.24 | 46.72 |
| WF_EB_3 | 60041400 | 59363212 | 8.90G | 0.03 | 97.96 | 94.13 | 46.74 |
| WF_ES_1 | 61290968 | 60703574 | 9.11G | 0.03 | 97.99 | 94.19 | 46.52 |
| WF_ES_2 | 54520338 | 53927266 | 8.09G | 0.03 | 97.76 | 93.67 | 46.56 |
| WF_ES_3 | 46911274 | 46457046 | 6.97G | 0.03 | 97.73 | 93.58 | 46.45 |
| WF_LS_1 | 61695742 | 61045480 | 9.16G | 0.03 | 97.90 | 93.97 | 46.52 |
| WF_LS_2 | 50762648 | 50234262 | 7.54G | 0.03 | 98.01 | 94.21 | 46.57 |
| WF_LS_3 | 52995942 | 52534548 | 7.88G | 0.02 | 98.04 | 94.29 | 46.64 |
| Mr_EB_1 | 63110546 | 62453882 | 9.37G | 0.03 | 97.98 | 94.16 | 46.61 |
| Mr_EB_2 | 52423656 | 51940392 | 7.79G | 0.02 | 98.08 | 94.31 | 46.51 |
| Mr_EB_3 | 50907744 | 50324544 | 7.55G | 0.03 | 97.80 | 93.65 | 46.52 |
| Mr_ES_1 | 50768156 | 50241114 | 7.54G | 0.03 | 97.97 | 94.12 | 46.57 |
| Mr_ES_2 | 45322638 | 44879760 | 6.73G | 0.02 | 98.03 | 94.24 | 46.81 |
| Mr_ES_3 | 50546666 | 50021272 | 7.50G | 0.02 | 98.06 | 94.34 | 46.73 |
| Mr_LS_1 | 51654918 | 51129878 | 7.67G | 0.03 | 97.97 | 94.12 | 46.64 |
| Mr_LS_2 | 50186666 | 49675252 | 7.45G | 0.03 | 97.84 | 93.80 | 46.73 |
| Mr_LS_3 | 45972862 | 45443176 | 6.82G | 0.03 | 97.85 | 93.81 | 46.70 |

Note: Numbers followed the underlines represent the first, second and third biological replicates.

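Table S6 counts single reads, so a read pair, the unit behind a fragment in FPKM, corresponds to a pair of its clean reads. The deposited table recovers 76.0% to 78.1% of the clean pairs of a library as fragments on genes. The remaining pairs did not map, or lay outside the gene models or were left out by the counting, which the table does not separate. The library with the fewest fragments on genes was SF_EB_3 and the one with the most was WF_EB_2. Pearson correlations of log2(FPKM + 1) between replicates of a group ran from 0.893 (WF_LS_1 with WF_LS_2) to 0.993 (Mr_EB_1 with Mr_EB_3).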

**Table S7 Comparison data of GO and KEGG enrichments**

**Table S8 Homologous genes associated with production of floral volatiles**

**Table S9 PCC and MR values in the connection analyses**

**Table S10 Transcription factors of DEGs in three stages**

How the deposited data were processed for this re-analysis (not part of the article)

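RNA from whole flowers of SF, WF and Mr was measured at EB, ES and LS, with 3 biological replicates for each of the 9 groups. The authors mapped 150 bp paired-end reads to the apple HFTH1 whole genome and deposited FPKM for 48445 genes. The aligner, the counting tool and their versions are not given in the sources used here. The gene lengths in the table are coding lengths for HF genes, since 98.1% of them are multiples of 3, against 33.4% of those of newly assembled genes. Sample labels were matched to material, stage and replicate through the sample descriptions and Table S6.

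From the deposited FPKM, the fragments behind each value were recovered by multiplying FPKM by gene length and dividing by the step of each library. They were used for depth, for a check of the scaling and for limma voom. A gene of 1 kb with 3 fragments has an FPKM of 0.095 to 0.193, and this covers counting error only. Replicate numbers do not pair samples, since no comparison had a correlation above 0.1 between every pair of libraries with the same number.

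DEGs were computed with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with an intensity trend in the moderated variance and Benjamini-Hochberg adjustment over the 29660 genes with an FPKM of at least 1 in at least 3 of 27 libraries. Each fit held only the groups compared. An adjusted p under 0.05 with any fold change made a DEG. The authors used DESeq2 with the same thresholds. Differences between materials in the change from stage to stage were tested as interaction contrasts in limma. On simulated data with 200 of 29660 genes changed 4-fold, limma recovered 70.5%, 69% and 52.5% of them for SF against WF at EB, ES and LS, with 4.1%, 5.5% and 2.8% of the calls false, and 79.5%, 76% and 68% for SF against Mr, with 9.7%, 5.6% and 10.5% false, above the threshold of 5%. For ES against EB it recovered 73% in SF, 70% in WF and 82.5% in Mr, and for LS against ES 67%, 45% and 76.5%, with 3.4% to 7% of the calls false. The simulated data drew each gene on its own, with the same spread in both groups, and changed no genes of low expression. The real groups had unequal spreads, and 33.3% of the variance within groups lay on a single axis. These shares therefore do not give the power or the false calls in the real data.

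Relations between genes and volatiles were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, over 9 group means with all 362880 orders of the groups as an exact permutation test, two-sided. Of 65 pairs, 43 came from Table S8, 15 from Table S9 and 7 were transcription factors. The paper had picked the 15 and the 7 by correlation in the same data, which the adjustment within these families does not take into account. The paper's threshold of an absolute r of at least 0.7 with p of at most 0.05 was used, with the exact permutation p. Its further limit on mutual rank was not applied. Plots were drawn with matplotlib 3.10.9. Whether the paper's coefficients used group means or single libraries is not settled.

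Genes were named by a rule set before the data were examined, and so were the tests, comparisons and most alternatives. The rule took the genes that the paper names in its text, Fig. 4C or Fig. 6, the genes of Table S8 as counts, the genes of terpene synthase and O-methyltransferase activity in Table S7, and the 5 largest rises and 5 largest falls at ES among DEGs whose groups did not overlap. It also took the 5 genes with the largest smallest fold change among DEGs higher in SF than in both WF and Mr at all 3 stages, and the 5 likewise lower. The values in the paper's tables and figures had been seen when it was written. Alternatives were a pseudocount of 0.1, no filter, a stricter filter, a median-of-ratios rescaling, a fit of all 9 groups, a replicate block, an absolute log2 fold change of at least 1, no trend and each library left out. Scaling by total fragments and voom were chosen after seeing the data. For mixed libraries, genes with a median FPKM of at most 0.1 in the other libraries of a material and of at least 3 in another material were used, and a simulated mixture of 10% WF was read as 10.0%. Not analysed here are the enrichments of SF against Mr, the KEGG pathways and the MapMan lists, because the tables held were incomplete, and the enrichment tests themselves.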

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

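The interaction contrasts and the selection of genes that differ at all 3 stages were planned. The tests of scaling, gene length, depth, spread, mixture and variants, the permutation of residuals and the reading of the splits of the libraries were chosen after the results were seen.

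Between SF and Mr, the change from EB to ES differed for 2738 genes by limma, a difference between groups tested as an interaction. Of 100 splits of the same libraries, the real one included, 1 gave as many, but these splits mix materials and stages and so speak only against no difference of any kind. The interaction itself was tested for chance beside kept effects of material and stage by permuting the residuals of a fit without it. Of 100 orders, the real one included, 2 gave as many, and the largest other count was 4178. The groups had unequal spreads, with a root mean square SD at EB of 0.505 in SF and 0.186 in Mr. Residuals of such groups are not fully interchangeable, so the share is approximate. Chance is argued against by this test but not excluded. The count ranged from 996 to 3838 with 1 library left out, namely 1345 without SF_ES_1, 1442 without SF_ES_2, 1757 without SF_EB_2, 1495 without Mr_ES_2, 1163 without Mr_EB_1, 996 without Mr_EB_2 and 1375 without Mr_EB_3. The authors' scaling as the whole cause is argued against by 2131 of the 2738 genes being called with total-fragment scaling as well, although of the 2634 genes called with that scaling 55.5% had a larger rise in SF, where of the 2738 it was 35.8%, and it moved the median difference of all genes to 0.1521. Gene length is argued against by a rank correlation of -0.015, and low depth by 15.39% of genes with a mean FPKM over 30 being called, against 5.46% of those under 3. An uneven spread between replicates would make more DEGs between ES and EB in Mr than in SF without a larger change. The change net of spread was 0.755 in Mr (0.712 to 0.776 with 1 library left out) and 0.287 in SF (0.151 to 0.402), which argues against that. A biological cause of this difference in change stays open and was not tested, and SF is a single individual. For SF against WF the same contrast gave 0 genes by limma (2184 at an unadjusted p under 0.05, voom 0), with 2 without SF_ES_1, 1 without SF_EB_2 and 5 without WF_ES_3, and 100 of 100 splits and 100 of 100 orders of the residuals gave as many, as any must for a count of 0. For more DEGs between ES and EB in WF than in SF, uneven spread stays open. The change net of spread was 0.479 in WF (0.424 to 0.549 with 1 library left out), above the values of SF. Such ranges are no intervals of error, and the interaction gave 0 genes.

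Between SF and WF, the change from ES to LS differed for 9 genes, and 6 of 100 splits, which mix materials and stages, gave as many (the largest other count was 2340). Tested for chance beside kept effects of material and stage, 1 of 100 orders of the residuals did, the real one, and the largest other count was 0. The spreads were unequal here too, with a root mean square SD of 0.54 in WF at LS and 0.343 in SF at ES. Chance is argued against by this test but not excluded. The 9 calls rest on the settings, as the count was 0 with a pseudocount of 0.1, with a replicate block and by voom, and 0 without SF_LS_2, WF_ES_1 or WF_ES_2, 1 without WF_LS_1, and 4 without SF_LS_3, SF_ES_1 or SF_ES_3. Between SF and Mr it differed for 855 genes, with 3 of 100 splits giving as many, the largest other with 7336, and 3 of 100 orders of the residuals, the largest other with 1369. Such shares are approximate as well, so chance cannot be excluded. A replicate block gave 237, and the count moved with nearly every library left out. It was 4556 without SF_LS_1, 161 without SF_LS_2, 225 without SF_LS_3, 138 without SF_ES_1, 272 without SF_ES_3, 366 without Mr_LS_1, 210 without Mr_LS_2, 332 without Mr_LS_3, 120 without Mr_ES_1, 295 without Mr_ES_2 and 197 without Mr_ES_3. Of the 855, 630 were called with total-fragment scaling as well, the rank correlation with gene length was -0.038, and 5.13% of genes with a mean FPKM over 30 were called against 1.91% of those under 3, which argues against scaling, length and low depth as the whole cause. Of the 685 genes called with total-fragment scaling 34.5% had a larger rise in SF, where of the 855 it was 44.6%. For SF and WF it was 37.5% of the 16 genes called with that scaling and 55.6% of the 9. A mixed sample may bear on these counts, since SF_LS_1 showed genes of WF at a median of 8.1% of the WF level and Mr_LS_2 at 19.8%. More DEGs between LS and ES in SF than in WF may come from an uneven spread, since with a shared spread over all 9 groups WF had 7469 DEGs and SF 8622, with a change net of spread of 0.644 (0.536 to 0.778) in WF and 0.673 (0.588 to 0.806) in SF.

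Over all tested genes, 218 were DEGs and higher in SF than in WF and Mr at all 3 stages, and 154 were lower. None of the 10 genes below is named in the paper's text or figures, and HF41921 is listed in its Table S7. The smallest log2 fold change over the 6 comparisons was 5.90 for HF39406 (pyridoxal-dependent decarboxylase domains), 4.46 for HF41921 (serine carboxypeptidase), and 4.35 and 4.09 for HF25576 and HF25588 (no description). For HF26406 it was 5.80, a fitted value that depends on the pseudocount, since it is listed at 0 in every WF and Mr library. HF25576 is listed at 0 in every Mr library, so its values against Mr depend on it too. On the lower side it was -6.17 for HF03269 (no description), -3.78 for HF04151 (haloacid dehalogenase-like hydrolase), -3.54 for HF30820 (PMR5 domains), -3.53 for HF06664 (SPT2 chromatin protein) and -3.52 for HF19703 (no description). At each stage the 3 libraries of SF lay on one side of the 3 of WF and of the 3 of Mr for each of these genes. The 5 lower genes had an SD above the mean in SF at LS because of SF_LS_1, where the FPKM of HF03269 was 13.53. The authors' scaling as the cause is argued against, because 196 of the 218 and 136 of the 154 genes were also called in all 6 comparisons with total-fragment scaling, and 187 and 115 by voom. A variant of the trees against the reference stays open. Of the 5 higher genes named, 1 was at 0 in every library of the lower side, and of the 5 lower genes 0. For the lower genes that side is SF and includes SF_LS_1, with transcripts like those of WF, so their count cannot decide on a variant. A biological difference between SF, a single individual, and the other trees also stays open.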

How the results depend on the processing

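Scaling by total fragments and voom on recovered fragments were chosen after seeing the data, and the other alternatives were set beforehand. A comparison in DESeq2 and edgeR, set beforehand only for deposited read counts, was not run, because none are deposited, and of tests for counts only voom was run on the recovered fragments. The median-of-ratios rescaling, also set beforehand, moved nothing, since the values already carry that scaling (the plan had taken them as scaled by mapped fragments), and it says nothing about stability. Among the main counts and correlations, under alternatives with all libraries, without counting that rescaling, 171 values stayed within 1.5 times and 48 moved. Of values for single genes, single lists and pairs, 1464 stayed, 10 moved, 18 came to pass the threshold, 38 no longer passed it and 1 reversed. With a library left out, 121 main values stayed and 80 moved, and of the others 975 stayed, 23 moved, 7 came to pass the threshold and 69 no longer passed it. Except where a value shows it, the cause was not tested.

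With all 9 groups in one fit with a shared spread, DEGs numbered 4729 at EB and 3446 at LS for SF against WF, 1285 and 2854 for ES against EB in SF and WF, and 8622, 7469 and 66 for LS against ES in SF, WF and Mr. The interactions from EB to ES were 23 (SF and WF) and 1226 (SF and Mr), that from ES to LS for SF and WF was 85, and the shared DEGs were 3131 at EB and 2060 at LS. With a replicate block, although the numbers do not pair samples, SF against WF had 728 DEGs at EB and 0 at LS, SF against Mr 6281 at ES, ES against EB in WF 0, LS against ES 2 in SF and 2 in WF, the interactions from ES to LS 0 (SF and WF) and 237 (SF and Mr), the shared DEGs 515 at EB, 968 at ES and 0 at LS, and Table S8 had 10 genes against Mr. With an absolute log2 fold change of at least 1, which can only lower a count, SF against WF had 1389 DEGs at EB and 1362 at ES, SF against Mr 4497, 4104 and 4677, ES against EB in Mr 3635, LS against ES in SF 2386, the interactions of SF and Mr 1468 and 562, the shared DEGs 805 at EB and 738 at ES, and Table S8 had 8 genes against Mr. With the stricter filter, ES against EB in WF had 790 DEGs and the interaction from ES to LS of SF and WF 2. With a pseudocount of 0.1, LS against ES in WF had 186 and that interaction 0. Without the filter, the interactions of SF and WF were 15 from EB to ES and 19 from ES to LS. By voom, ES against EB in SF had 16 DEGs, LS against ES in WF 137 and the interaction from ES to LS of SF and WF 0. Scaled by total fragments, that interaction was 16. Without the 2 groups farthest from the median content, 6 pairs of Table S8 and 3 of Table S9 passed the threshold, and the correlation of HF22080 with linalool reversed to -0.66.

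With 1 library left out, DEGs of SF against WF ranged from 872 to 2047 at EB, 1075 to 1988 at ES and 263 to 753 at LS, those of SF against Mr from 7668 to 12964, 7203 to 9097 and 5092 to 11740, those of ES against EB from 0 to 498 in SF, 0 to 128 in WF and 8247 to 13271 in Mr, and those of LS against ES from 6 to 9543 in SF, 0 to 1574 in WF and 0 to 665 in Mr. The interactions from EB to ES ranged from 0 to 5 (SF and WF) and 996 to 3838 (SF and Mr), and those from ES to LS from 0 to 9 and 120 to 4556. Shared DEGs ranged from 677 to 1582, 707 to 1497 and 177 to 579. Genes of Table S8 ranged from 3 to 6 against WF and 11 to 16 against Mr, the transcription factors from 74 to 78, the genes of the 6 terms from 39 to 45, and the pairs past the threshold from 2 to 2 (Table S8), 5 to 6 (Table S9) and 2 to 2 (transcription factors). The lowest and highest count of a comparison each come from leaving out 1 library. Such a fit has less power, so a lower count need not rest on the library left out. Depth limits the genes of low expression, since 3 fragments on 1 kb make an FPKM of 0.095 to 0.193.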

Differences from the paper's values

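The paper reports 1076 DEGs between ES and EB in SF, with 584 of them up-regulated, and the values here were 0 and 0. Of the alternatives set before the data were examined, the fit of all 9 groups came within 1.5 times of both and the other 7 did not. For ES against EB in WF the paper's value is 2295 and the value here 489, and the fit of all 9 groups came within it while the other 7 did not. For LS against ES in WF the paper's value is 3062 and the value here 286, and for LS against ES in Mr 1043 and 0, with none of the 8 alternatives within either. For ES against EB in Mr the paper's value is 5590 and the value here 12436, with none of the 8 alternatives within it, but 2 of 6 fits with a library left out were, without Mr_EB_1 and without Mr_EB_2. The paper gives 850 down-regulated DEGs of SF against WF at LS, and the value here was 484, with none of the 8 within it. The paper gives 4274 up-regulated DEGs of SF against Mr at EB, and the value here was 6547. The stricter filter, the fit of all 9 groups, the replicate block and no trend came within it, as did 4 of 6 fits with a library left out, and the other 4 alternatives did not.

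Fig. 3A, read by eye, shows about 1600 DEGs of SF against WF at LS, where the value here was 993 and none of the 8 alternatives came within it. It shows about 7000 for SF against Mr at EB, where the value here was 12167, and the replicate block and 3 of 6 fits with a library left out came within it. It shows about 6600 for SF against Mr at ES, where the value here was 10552, and the stricter filter, the replicate block and all 6 fits with a library left out came within it.

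The Pearson coefficients of Table S9 differ by more than the spread for 7 of 15 pairs. For HF22080 with linalool the paper's value is 0.86 and the value here 0.90, and for HF38968 with methyl benzoate 0.79 and 0.97. For methyl anthranilate the paper's value is 0.90 and the value here 0.97 for HF32028, 0.89 and 0.99 for HF25735, 0.92 and 0.95 for the newly assembled gene on chromosome 5, 0.92 and 1.0 for HF22079, and 0.95 and 0.98 for HF08054. None of the 4 alternatives for HF22080 and HF38968 came within the spread. Of the 2 for each pair with methyl anthranilate, log2(FPKM + 1) did for HF08054 and none did for the other 4. For HF22080 and for that newly assembled gene, 2 of 3 fits with a replicate left out did.

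The paper states that more DEGs were generally up-regulated at ES than at EB or LS. Here WF had 336 DEGs higher at EB and 153 higher at ES, though without WF_ES_1 66.7% and without WF_ES_3 67.2% were higher at ES. Mr had 6876 higher at ES and 5560 higher at EB, which is reversed when scaled by total fragments (5064 and 8233), a scaling that moved the median log2 fold change of all genes to -0.1288, while under the other alternatives with all libraries 53.1% to 63.9% were higher at ES. SF had 0 by limma (5411 at an unadjusted p under 0.05), with 315 higher at ES and 183 higher at EB without SF_EB_2, 580 and 705 in the fit of all 9 groups, and 3 and 13 by voom, chosen after seeing the values. Against LS, 2886 were higher at ES and 2842 at LS in SF, which was reversed with a pseudocount of 0.1 (2720 and 2791), the stricter filter (2937 and 2956) and the fit of all 9 groups (4250 and 4372), while with an absolute log2 fold change of at least 1 they were 1454 and 932, scaled by total fragments 2718 and 2157, and without SF_ES_2 2428 and 1709. In WF these were 169 and 117, and 15.7% were higher at LS without WF_ES_2, 38.5% without WF_LS_2 and 64.2% without WF_LS_1. In Mr there were none by limma (4494 at an unadjusted p under 0.05, 0 by voom), with 633 higher at ES and 32 at LS without Mr_LS_1 and 58 and 8 in the fit of all 9 groups. The paper states that more DEGs were up-regulated in SF than in Mr at all stages. Here that held at ES (5564 and 4988), and at EB 6547 were higher and 5620 lower, but scaled by total fragments, which moved the median log2 fold change of all genes from 0.0059 to -0.0717, 5638 were higher and 6632 lower. At LS 4855 were higher and 4845 lower, and fewer were higher than lower with no filter (4821 and 4881), the stricter filter (4420 and 4425), the fit of all 9 groups (6094 and 6097), the replicate block (3398 and 3522), an absolute log2 fold change of at least 1 (2242 and 2435) and voom (4651 and 4823, chosen after seeing the values), and without SF_LS_1 (5864 and 5876), SF_LS_2 (2509 and 2583), Mr_LS_1 (3046 and 3245) or Mr_LS_3 (3071 and 3420). The paper states that PAL1, PAL4, CAD9 and OMT1 were mapped, and Fig. 4C colours HF05496 and HF40548 red and the other 4 genes green. By the scale of the figure red is higher, but its legend gives blue as up and red as down, so the direction shown is in doubt. Here HF05496 was not a DEG (log2 fold change 0.11 against WF and 0.00 against Mr), HF01560 was 1.43 against WF and -3.86 against Mr and was a DEG against WF only without SF_ES_3, HF40548 and HF41646 did not pass the filter, HF25290 was lower in SF against both (-1.94 and -2.39), and HF25090 was lower against Mr (-0.73) and, in the fit of all 9 groups, against WF (-1.05). The paper states that BAMT (HF42215 in the text, HF44215 in Fig. 6A) and HF10162 were associated with their volatiles, where r was -0.43 for HF44215 and -0.66 for HF10162 here, and Fig. 6A marks both as negative. The paper names HF16930, where r was 0.07 here, and HF43372, where it was 0.44. For the homologs in Fig. 6A, the mean FPKM values match those here.

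Of the genes that the paper lists as DEGs of SF against WF at ES and that were not DEGs here, HF17847 was one with a pseudocount of 0.1, in the fit of all 9 groups and by voom, the last chosen after seeing the values. HF23341 was one without WF_ES_1. HF22080, which did not pass the filter, was one without it. HF37663 (-0.32, adjusted p = 0.43 by limma) and HF37664 (-0.69, adjusted p = 0.359), which did not pass it either, were not DEGs without it. Of the transcription factors in Fig. 6B that were not DEGs against WF at ES here, HF41805 was one in the fit of all 9 groups, with the replicate block, without WF_ES_2 and by voom, which was chosen after seeing the values. HF03111 was one in the fit of all 9 groups, and HF09603 in that fit and with the replicate block.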

Other observations

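All tests of the patterns below were chosen after the results were seen, and each pattern is a hypothesis.

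A pair of libraries at LS showed genes that their material does not express elsewhere. Over 63 genes near 0 in the other 8 SF libraries and expressed in WF, SF_LS_1 stood at 8.1% of the WF level (quartiles 5.6% and 14.1%), where the highest median of the other 8 SF libraries was 0.0%. Over 87 genes of Mr, Mr_LS_2 stood at 19.8% (14.5% and 27.3%). With 3 other thresholds the values were 8.1% to 9.1% and 18.4% to 20.4%. Over 16 genes expressed in Mr alone, SF_LS_1 stood at 0.0%, which argues against RNA of Mr in the library, and over 36 genes expressed in SF alone Mr_LS_2 stood at 0.0%, which argues against RNA of SF in the library. A mixed sample, with RNA or flowers of WF or a tree like it, may explain both, and reads assigned to the wrong library were not tested. Without SF_LS_1, 9543 DEGs between LS and ES in SF and 11740 of SF against Mr at LS were found, and without Mr_LS_2, 6532 of SF against Mr at LS.

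For each comparison of 3 libraries against 3 there are 10 splits, so chance cannot be excluded below a share of 0.1 for a single comparison. Over the 3 stages, which use separate libraries, 639 genes were called in one direction in SF against WF and 4233 in SF against Mr, and 1 of 100 splits drawn within the stages, the real one, gave as many in each case (the largest other count was 0), so chance can be excluded for these. The real split was the only one of 10 with as many calls (1) in 10 of the 12 comparisons and for the counts of Table S8 against WF and against Mr and of the 6 GO terms. For ES against EB in SF and LS against ES in Mr, where the count was 0 by limma (5411 and 4494 genes at an unadjusted p under 0.05, 16 and 0 by voom), all 10 did. Without SF_EB_2 the first was 498 and without Mr_LS_1 the second 665.

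Over the 27 libraries, 33.3% of the variance between replicates within groups lay on a single axis, with 1106 genes at r above 0.8 and 492 below -0.8. Gene length is argued against as its source by a rank correlation of -0.002. The correlation with library depth was 0.3 (permutation p = 0.142), which cannot be told apart from none. The 10 most abundant genes held 2.45% to 5.18% of the counts of a library, which argues against a few genes taking most of the counts. Their share had r = 0.64 with the axis (permutation p = 0.0278), although that share could also follow from another source. Genes lay on both sides of the axis, which cannot decide on its source, as the deposited scaling centres each library. Flowers of unequal maturity in the replicates may bear on the axis. Across genes, which are not independent, the axis computed from SF and WF alone had r = 0.26 with the change from EB to ES in Mr (0.23 to 0.31 with 1 library left out). For the change from ES to LS r was -0.25, of the opposite sign, so the axis did not follow both changes in one direction. Both axes were oriented so that a list of 129 cell division genes had a negative median r, so the signs above depend on that choice. With the axis of all libraries, all genes had a median r of 0.02 and these division genes -0.43. Taking the mean of these genes as a covariate left 0 DEGs between ES and EB in SF, where random sets gave 0 to 579 with a median of 0, so this test decides nothing. In Mr it left 5069 (36 of 100 random sets gave as many) and between LS and ES in SF 2 (51 of 100).

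Of genes with one direction in SF against WF at all 3 stages, 87 neighbouring pairs were called alike, where 10000 shuffles gave 6.9 on average and 17 at most (permutation p = 0.0001, the smallest they can give). Chance placement is argued against by this. Pairs of different described families numbered 12, where the shuffles gave 3.6 (permutation p = 0.0004), which argues against reads shared between copies for these. For the other 75 pairs, of the same family or without description, shared reads stay open. A variant against the reference stays open too, as 12.2% of the genes (78 of 639) were at 0 in all libraries of SF or of WF. Inherited chromosome segments could explain neighbours and stay open. The spread over 17 chromosomes gave a rotation p of 0.718, after a shuffle test, which ignores the clustering of neighbours, had given 1e-04. A rotation keeps neighbours together and tests only the shares of the chromosomes, so it cannot decide on segments. The share of such genes ran from 0.65% on chromosome 10 to 3.65% on chromosome 17. The windows with the highest number of such genes were 38 to 40 Mb on chromosome 5 (18 of 120 genes) and 30 to 32 Mb on chromosome 7 (15 of 175), which holds HF25576 and HF25588. For SF against Mr, 701 pairs were called alike, where shuffles gave 303.8 on average and 365 at most, and the rotation p was 1e-04, the smallest it can give. Of these, 189 pairs were of different described families, where shuffles gave 158.5 on average and 212 at most (permutation p = 0.0087), and for the other pairs shared reads stay open.

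Newly assembled genes were DEGs of SF against WF at ES in 18.3% of cases and HF genes in 7.2%, while between ES and EB in Mr the shares were 28.8% and 43.1%. No explanation was tested. HF22079 and HF22080 are neighbours on chromosome 8, and whether they share reads was not tested.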
